# Integrative analysis of genomic amplification-dependent expression and loss-of-function screen identifies ASAP1 as a driver gene in triple-negative breast cancer progression

**DOI:** 10.1038/s41388-020-1279-3

**Published:** 2020-03-31

**Authors:** Jichao He, Ronan P. McLaughlin, Lambert van der Beek, Sander Canisius, Lodewyk Wessels, Marcel Smid, John W. M. Martens, John A. Foekens, Yinghui Zhang, Bob van de Water

**Keywords:** Cancer genomics, Breast cancer

## Abstract

The genetically heterogeneous triple-negative breast cancer (TNBC) continues to be an intractable disease, due to lack of effective targeted therapies. Gene amplification is a major event in tumorigenesis. Genes with amplification-dependent expression are being explored as therapeutic targets for cancer treatment. In this study, we have applied Analytical Multi-scale Identification of Recurring Events analysis and transcript quantification in the TNBC genome across 222 TNBC tumors and identified 138 candidate genes with positive correlation in copy number gain (CNG) and gene expression. siRNA-based loss-of-function screen of the candidate genes has validated EGFR, MYC, ASAP1, IRF2BP2, and CCT5 genes as drivers promoting proliferation in different TNBC cells. MYC, ASAP1, IRF2BP2, and CCT5 display frequent CNG and concurrent expression over 2173 breast cancer tumors (cBioPortal dataset). More frequently are MYC and ASAP1 amplified in TNBC tumors (>30%, *n* = 320). In particular, high expression of ASAP1, the ADP-ribosylation factor GTPase-activating protein, is significantly related to poor metastatic relapse-free survival of TNBC patients (*n* = 257, bc-GenExMiner). Furthermore, we have revealed that silencing of ASAP1 modulates numerous cytokine and apoptosis signaling components, such as IL1B, TRAF1, AIFM2, and MAP3K11 that are clinically relevant to survival outcomes of TNBC patients. ASAP1 has been reported to promote invasion and metastasis in various cancer cells. Our findings that ASAP1 is an amplification-dependent TNBC driver gene promoting TNBC cell proliferation, functioning upstream apoptosis components, and correlating to clinical outcomes of TNBC patients, support ASAP1 as a potential actionable target for TNBC treatment.

## Introduction

Triple-negative breast cancer (TNBC) represents a particularly proliferative and aggressive subtype of breast cancer (BC), associated with large size of tumors, high mitotic rate of tumor cells, high tumor grade and metastasis, causing poor prognosis and high mortality rate of patients [1]. TNBC constitutes 15–20% of BC, being clinically characterized by the lack of expression of estrogen receptor (ER), progesterone receptor (PR), and the absence of amplification of human epidermal growth factor receptor 2 (HER2), which are the known drivers of other BC types [2]. The absence of actionable targets defined in TNBC cells leads to clinical failure of targeted therapies in TNBC patients. Cytotoxic chemotherapy remains the conventional systemic treatment for TNBC patients, resulting in adverse effects and unfavorable outcomes [3, 4]. Identification of actionable targets for TNBC treatment is a continuous effort.

Gene copy number alterations (CNAs) are a hallmark in the cancer genome [5]. Gains or losses of gene copy are important somatic genomic aberrations contributing to tumorigenesis [6]. Changes in gene copy number result in corresponding changes in expression of the affected genes, causing phenotypes [7]. Copy number gains (CNGs), increasing from the two DNA copies present in normal diploid genome, sometimes to several hundred copies (known as amplification), are observed to frequently occur on cancer driver genes [8, 9]. Oncogenic driver genes with increase in DNA copy number and expression have been identified and explored as potential drug targets for targeted therapies in cancer [10]. For instance, the *HER2* gene, which is amplified in ~30% of primary BCs [11], has been proven as an actionable target for trastuzumab antibody targeted therapy and lapatinib inhibitor targeted therapy treating patients with HER2-amplified BC [12]. Therefore, identification of CNG-driven genes and their amplification-dependent overexpression provides opportunities for discovering potential cancer driver genes as therapeutic targets for therapy-refractory cancer.

A number of studies have demonstrated the genomic heterogeneity in TNBCs, being dominated by substantial mutational burdens, including CNAs and genomic rearrangements [6, 13]. CNA genomic profiling based on separate TNBC sample groups have reported the TNBC-related recurrent CNAs on various chromosome regions [14]. Yet, integrative analysis of CNG frequency and CNG-driven gene expression in the TNBC genome is limited.

In this study, we applied the Analytical Multi-scale Identification of Recurring Events (ADMIRE) algorithm to identify candidate driver genes that are frequently amplified by recurrent CNGs, in correlation with their RNA expression levels, in 222 triple-negative tumors from TCGA (*n* = 118) [15] and Metabric (*n* = 104) [2] datasets. As a result, 138 genes were identified, with a significant and positive correlation in their gene amplification and expression. These amplification-driven genes were subsequently validated by loss-of-function screen for their biological function in TNBC cell proliferation, followed by assessment of their expression and amplification in broad BC cell lines and tumors, and evaluation of their clinical relevance using multiple large public BC datasets [16, 17]. Consequently, we characterized the known oncogenes MYC and EGFR and the novel candidate genes ASAP1, IRF2BP2, and CCT5 as cancer drivers in promoting proliferation of TNBC cells. MYC and ASAP1 were observed to be more frequently amplified and highly expressed in TNBC than non-TNBC tumors. Specifically, high expression of ASAP1, an ADP-ribosylation factor (Arf) GTPase-activation protein regulating cell motility and invasiveness [18], is significantly relevant to poor metastatic relapse-free survival (MRFS) of patients with TNBC tumors, not non-TNBC tumors. Transcriptome analysis further revealed that ASAP1 regulates various cytokine and apoptosis signaling components that are significantly associated with TNBC prognosis. Our work discovered ASAP1 as an amplification-dependent gene driving TNBC proliferation, survival and progression, supporting the potentiality of ASAP1 as a therapeutic target for the treatment of TNBC.

## Results

### ADMIRE analysis of TNBC genomes identifies TNBC candidate driver genes with recurrent copy number gain and correlated expression

Recurrent CNAs have been recognized as the result of natural selection in tumor evolution, and hence the recurrently altered regions are likely to harbor cancer driver genes [19]. In order to identify candidate driver genes for TNBC, we applied ADMIRE, a robust algorithm for the discovery of broad and focal recurring events [20], to detect genomic regions with frequent CNAs in a set of TNBC tumors (*n* = 118 for TCGA; *n* = 104 for Metabric). Aggregated DNA copy number profiles (Fig. 1a) assisted in pinpointing recurrently altered regions (Fig. 1b). Genes contained in the focal regions were further assessed with copy number and expression correlation analysis (Fig. 1c). Genes showing positive correlation in mRNA expression levels and copy numbers were filtered out as candidate drivers, as exemplified for the proto-oncogene MYC (Fig. 1d). The ADMIRE analysis and the subsequent filtering steps were performed separately for TCGA and Metabric cohorts. Subsequently, 138 genes were selected as candidate driver genes for TNBC (Supplementary Table 1). Next, functional enrichment analysis displayed the significant implication of the 138 genes in 18 KEGG pathways (Supplementary Fig. 1). The 138 gene set was enriched in cancer-related pathways, including central carbon metabolism in cancer, proteoglycans in cancer, pathways in cancer, melanoma, prostate cancer, and endometrial cancer. Moreover, these candidate drivers were implicated in various oncogenic signaling pathways that control cell growth, survival, and motility, such as ErbB, PI3K-Akt, Ras, MAPK, and Wnt pathways. Altogether, our ADMIRE genomics approach collected 138 candidate TNBC drivers that are frequently amplified by recurrent CNGs in the TNBC genome and significantly enriched in pathways that fuel cancer progression.

**Fig. 1:**
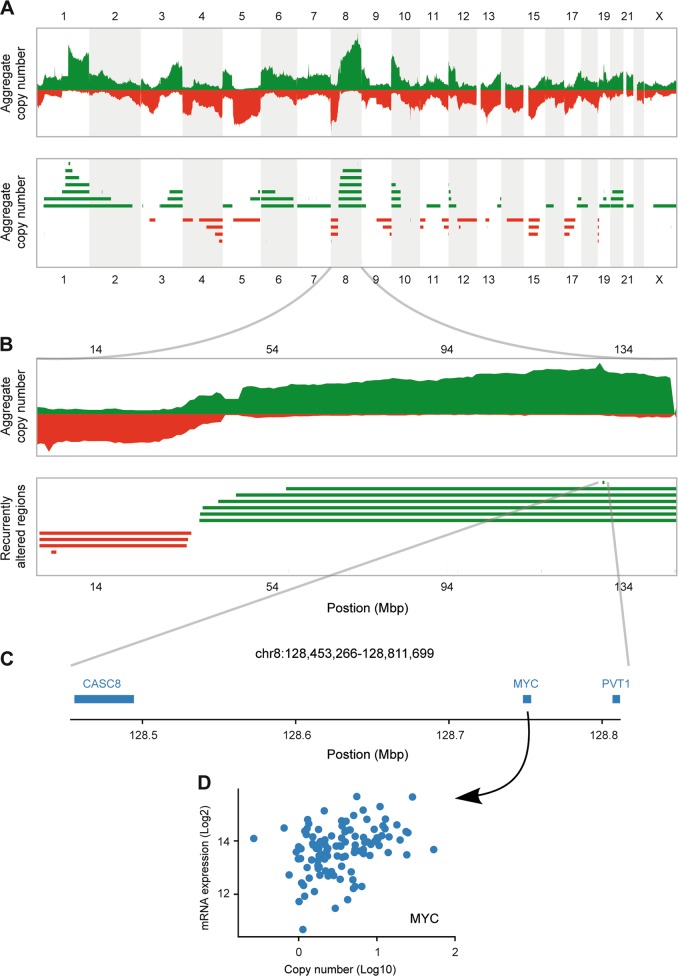
Schematic selection of candidate driver genes with increases in copy number and expression in TNBC genome. **a** Discovery of genomic regions with recurrent copy number alterations using ADMIRE analysis. The top panel shows the aggregate copy number profile across 222 triple-negative breast tumors (*n* = 118 for TCGA; *n* = 104 for Metabric). The bottom panel shows the significant recurrent copy number regions, with gains in green and losses in red. **b** Zoomed in fragment of panel **a**, focusing on chromosome 8. The bottom panel reveals the small focal recurrent copy number gain on 8q for further analysis. **c** The genes contained in the focal region identified in panel **b**. **d** Scatterplot exemplifying the positive correlation of MYC gene expression with its copy number in TNBC patients.

### Loss-of-function screen validates the TNBC candidate driver genes in TNBC cell proliferation

As a first step, we assessed the biological function of the 138 candidate genes in control of TNBC cell proliferation by siRNA-mediated loss-of-function screen in two TNBC cell lines, mesenchymal-like BT549 and basal-like SUM149T. High reproducibility was achieved for the duplicate screens in BT549 (*r* = 0.9212) and SUM149PT (*r* = 0.9127) (Fig. 2a). Genes whose silencing controlled proliferation <60% were considered as candidate hits with significance (Fig. 2b). Consequently, 41 primary hits were screened for BT549 and 20 for SUM149PT cell line (Fig. 2b, c). In total, 46 primary hits were selected, of which 15 were common (Fig. 2d; Supplementary Table 2).

**Fig. 2:**
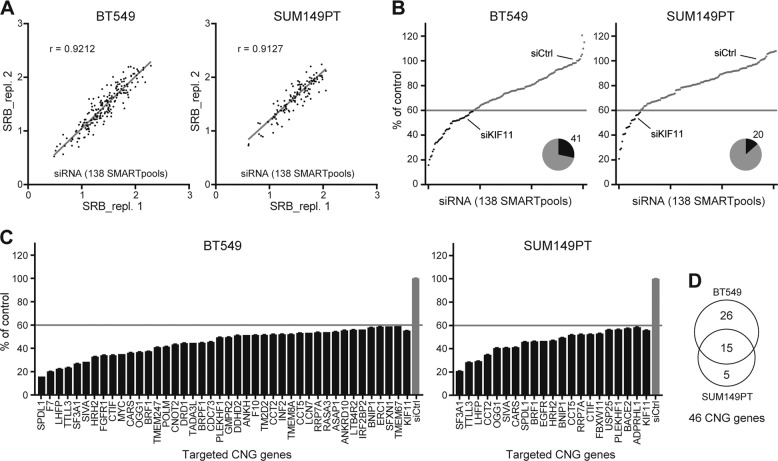
siRNA-mediated loss-of-function screen of candidate driver genes in TNBC cells. **a** Replicate siRNA screens of candidate driver genes in TNBC cell lines BT549 and SUM149T. siRNA silencing effect of candidate gene on cell proliferation was assessed 96 h after transfection and presented with sulforhodamine B (SRB) colorimetric raw values. **b** Normalized percentage of proliferation control by siRNA silencing. The number of genes (black) whose silencing led to >40% proliferative inhibition was indicated in the pie chart, as primary hits. **c** Ranking and listing of the primary hits significantly controlling proliferation of BT549 and SUM149PT TNBC cell lines. siRNA targeting KIF11, positive functional control; siCtrl, non-targeting siRNA control. siRNA silencing effect on proliferation was relative to siCtrl. Error bars indicate variation of screen replicates. **d** Overlap primary hits in BT549 and SUM149T TNBC cell lines.

Next, we examined the CNG frequency of the 46 primary hits in 20 TNBC cell lines, representative for diverse molecular subtypes of TNBC. Ten candidate hits were found with CNG frequency across ≥8 TNBC cell lines (Fig. 3a, lower panel). The CNG recurrence for MYC was found in 16/20 of TNBC cell lines, ASAP1 in 15/20, ANKH, CCT5, and EGFR in 12/20, IRF2BP2 in 10/20, BNIP1, DRD1, SFXN1, and TMEM67 in 8/20, respectively. We also evaluated the mRNA expression level of the 46 primary hits in the 20 TNBC cell line panel in our established RNA-Seq data (Fig. 3a, upper panel). Given the nature of heterogeneity of TNBC, the correlation of expression and copy number of the primary hits varied among cell lines.

**Fig. 3:**
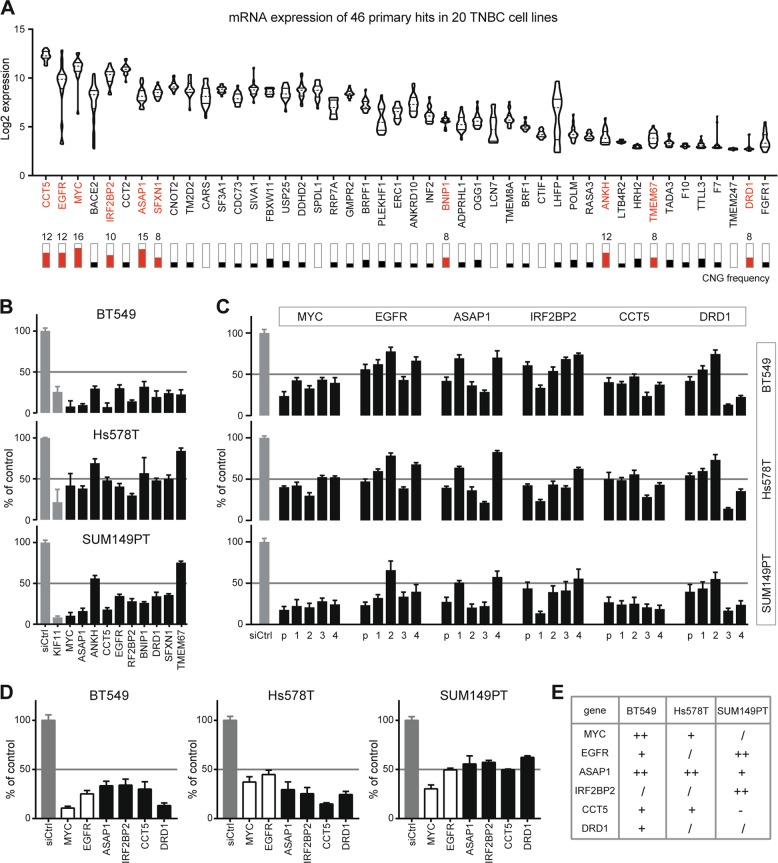
Validation of candidate driver genes with concurrent copy number gain (CNG) and overexpression in TNBC cells. **a** mRNA expression of 46 primary hits in 20 TNBC cell lines. Violin plot indicates Log2 mRNA expression level of 46 primary hits in 20 TNBC cell lines retrieved from RNA-Seq analysis. Bars indicate CNG frequency of the hits in 20 TNBC cell lines. Genes with frequent CNG in ≥8/20 TNBC cell lines were marked in red. **b** siRNA validation of primary candidate hits with high frequent CNG in BT549, Hs578T, and SUM149PT TNBC cell lines. SMARTpool siRNAs were used to target each hit. KIF11 was taken as positive control. **c** siRNA deconvolution validation of six candidate driver hits. The effects of SMARTpool (p) siRNA and single siRNA_1, _2, _3, and _4 on hits were compared for their proliferation control (%) in the TNBC cell lines. **d** Percentage of control proliferation (%) by optimized SMARTpool siRNAs targeting the six candidate hits. The results were expressed as mean ± SEM of three independent experiments. **e** CNA of the six candidate driver genes in TNBC cell panel. “++”, high CNG; “+”, CNG; “/”, no copy number alteration; “−”, copy number loss.

To further validate the ten candidate hits for their function in proliferation, we performed siRNA silencing in three TNBC cell lines, BT549, SUM149T, and one more mesenchymal-like cell line Hs578T. Silencing of six hits, ASAP1, CCT5, IRF2BP2, DRD1, and two known oncogenes MYC and EGFR, potently inhibited proliferation (>50%) in all three cell lines (Fig. 3b), suggesting their driving role in TNBC cell proliferation. Deconvolution siRNA screen confirmed the effect of single siRNAs (≥2/4) on the proliferation-driving hits, mostly achieving >50% of proliferation inhibition, ruling out the off-targeting effect of pooled siRNAs (Fig. 3c). The optimized pooled siRNA silencing further validated the function of the driver hits in proliferation control (>50%) (Fig. 3d). Of note, the inhibitory effects on cell proliferation by silencing these six hits were, in general, concordant with CNA status in these cell lines (Fig. 3e).

Collectively, our RNAi-based functional screen validated the ADMIRE-identified candidate driver genes and defined the role of MYC, EGFR, ASAP1, IRF2BP2, CCT5, and DRD1 in controlling proliferation of TNBC cells.

### Frequent amplification of ASAP1 in TNBC is significantly relevant to poor clinical outcome

We next sought to address the correlation between CNA frequencies and expression levels of MYC, EGFR, ASAP1, IRF2BP2, CCT5, and DRD1 in broad BC cell lines and breast tumors and the clinical relevance of the genes to patients with BC. RNA-Seq analyses of the transcriptome from our 52 BC cell lines demonstrated that the Log2-based mRNA expression levels of MYC, EGFR, ASAP1, and CCT5 were higher in TNBC than non-TNBC cell lines (Supplementary Table 3), while similar high IRF2BP2 and low DRD1 were expressed in both cell types (Fig. 4a). The difference of EGFR expression in TNBC and non-TNBC cells was of significance. Next, we obtained *Z* score-based mRNA expression data for the hits in 1904 BC tumors from cBioPortal database [2, 17, 21]. MYC, EGFR, ASAP1 and IRF2BP2 were highly expressed in TNBC, compared with non-TNBC tumors (Fig. 4b). CCT5 expression was found lower in TNBC than non-TNBC breast tumors, and DRD1 showed no significant difference. We further illuminated the correlation between CNAs and expression levels of the genes in the cohort of 1904 BC tumors. While CNA events in deep or shallow depletion rarely or less occurred, EGFR, MYC, IRF2BP2, ASAP1, and CCT5 (except for DRD1) often underwent copy gain and amplification, acquiring CNA-driven expression in the breast tumors (Fig. 4c). Moreover, MYC, ASAP1, and IRF2BP2 were amplified in >20% of all 2173 BC tumors (Fig. 4d). Particularly, MYC and ASAP1 amplifications emerged more frequently in TNBC tumors (>30%), suggesting TNBC subtype-related MYC and ASAP1 amplifications. Prognostic analysis demonstrated the association of the CNA-driven hits with overall survival (OS) of the cohort of 1981 BC patients [2, 21], indicating the significant implication of MYC and ASAP1 in poor disease outcomes (Supplementary Fig. 2). More specifically, high ASAP1 expression was revealed to be related to worse MRFS of patients with TNBC (*n* = 257), but not ER^+^ BC (*n* = 2519) (Fig. 4e), as assessed in the cohorts of BC patients [16]. Together, we characterized MYC and ASAP1 as CNA-driven genes with frequent amplification and concurrent high expression in BC tumors. The CNA-driven amplification and expression of ASAP1 exhibited significant clinical impact particularly on TNBC progression.

**Fig. 4:**
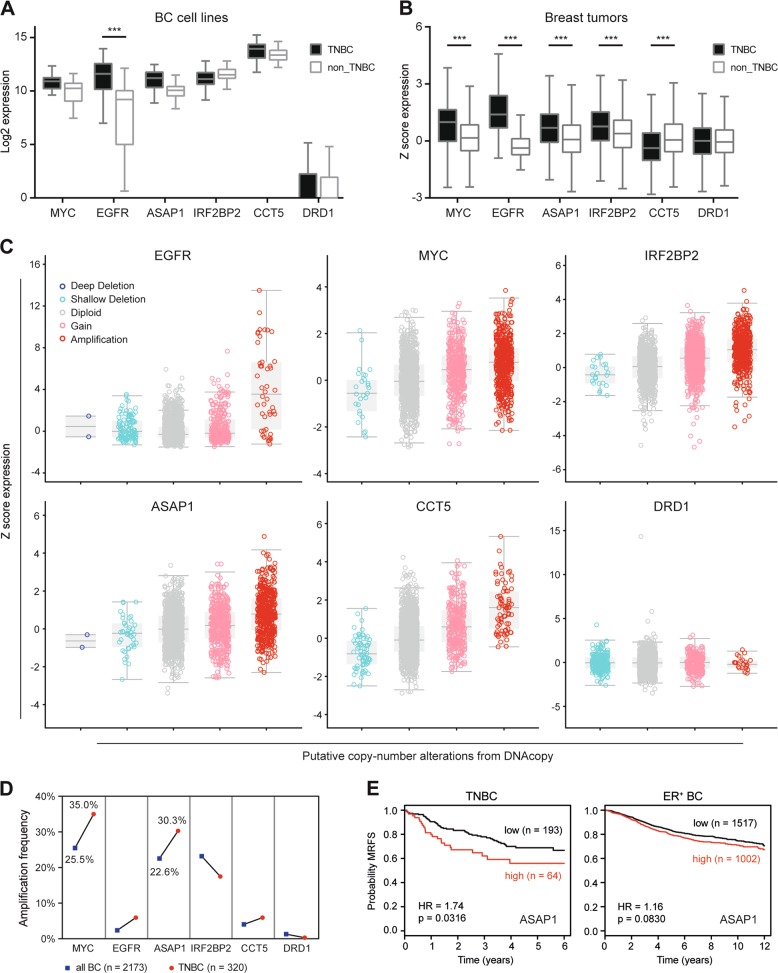
ASAP1 amplification and overexpression in TNBC in association with poor clinical outcome. **a** Log2-based mRNA expression of the six candidate hits in 52 breast cancer (BC) cell lines. Log2 values were obtained from established RNA-Seq data (two-way ANOVA ***p < 0.001). **b** *Z* score-based mRNA expression of the hits in 1904 BC tumors. Data were retrieved from the dataset “METABRIC, Nature 2012 & Nat Commun 2016” in cBioPortal dataset. **c** Correlation between CNA and gene expression of the candidate hits in the cohort of 1904 BC tumors. Different copy number amplifications (deep deletion, shallow deletion, diploid, gain, and amplification) are presented per gene. **d** Amplification frequency of the candidate hits in the cohort of 2173 BC tumors. Data were retrieved from the dataset “METABRIC, Nature 2012 & Nat Commun 2016” in cBioPortal dataset. **e** MRFS Kaplan–Meier (KM) curve of ASAP1 in TNBC (*n* = 257) and ER^+^ BC (*n* = 2519) cohorts analyzed by bc-GenExMiner v4.2.

### Transcriptomic analysis of the impact of ASAP1 depletion on gene expression in TNBC cells

Amplification or deletion of a gene copy may affect the expression of genes located outside the amplified/deleted region itself via indirect mechanisms [22, 23]. The ASAP1 gene, located at chromosome 8q24.21, encodes an Arf GTPase-activating protein that induces hydrolysis of GTP bound to Arf proteins. 

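In the GRCh38 assembly with the GENCODE release 29 annotation, ASAP1 lies on the minus strand of chromosome 8 between positions 130052104 and 130443660, a span of 391.6 kb. The gene is annotated as protein coding with 16 transcripts, of which 6 are coding, and the coding transcript with the most exons has 31 of them. In the TempO-Seq data of the TNBC cell lines, ASAP1 was measured with a single probe, listed as ASAP1_17873. This probe was read between 140 and 2738 times in each of the 18 libraries of siASAP1- and siCtrl-transfected cells. The probes are listed by gene symbol and number without their sequence, so the exon that the ASAP1 probe covers was not determined here.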

ASAP1 has been reported to be involved in signal transduction, membrane trafficking, and cytoskeleton remodeling [24] and promote proliferative, invasive, and metastatic phenotypes of various cancer cells [18, 25]. Whether CNA-driven ASAP1 amplification and overexpression influence gene expression at a genome-wide level in cancer cells is not addressed. To this end, we performed TempO-Seq-based targeted whole genome RNA sequencing in the three TNBC cell lines BT549, Hs578T, and SUM149PT that harbor ASAP1 amplification and high expression (Fig. 3e). 

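BT549, Hs578T and SUM149PT are established cell lines grown from human breast tumors. TempO-Seq anneals a pair of detector oligonucleotides to each target RNA, ligates the pair and counts the ligated product by sequencing, so that each probe reads a short stretch of a transcript. For each of the 3 cell lines, 3 libraries were made from cells transfected with 50 nM siASAP1 and 3 from cells transfected with siCtrl, each collected 72 h after transfection, 18 libraries in all. The paper's methods describe siCtrl as a pool of kinase siRNAs. The deposited values are on the log2 scale. They are the authors' read counts per probe divided by a size factor for each library, plus 1. When the log2 was undone, 100% of the values were whole multiples of a single step per library, so the reads per probe were recovered. In BT549 the libraries held between 6.55 and 6.87 M reads after siASAP1 (median 6.71 M) and between 5.76 and 9.46 M after siCtrl (median 8.76 M). In Hs578T they held between 5.72 and 12.5 M reads after siASAP1 (median 6.25 M) and between 7.83 and 9.10 M after siCtrl (median 8.20 M). In SUM149PT they held between 4.67 and 4.74 M reads after siASAP1 (median 4.72 M) and between 4.63 and 7.74 M after siCtrl (median 4.89 M). The read totals of the siASAP1 and siCtrl libraries did not differ in exact permutation tests (two-sided p = 0.4 in BT549, 1 in Hs578T and 0.4 in SUM149PT), where 0.1 is the smallest p that 3 libraries against 3 allow. Within each of the 6 groups, the reads of every pair of replicates differed by more than the sampling noise (chi-square per degree of freedom from 10.7 to 276). This covers the counting error of the reads alone, so it does not show that the replicates are independent. Each library was counted as a separate replicate because the paper describes biological triplicates.

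For each cell line, siASAP1 was compared with siCtrl on the deposited log2 values with limma (lmFit and eBayes with an intensity trend), over probes with a mean normalized count of at least 10 in the 6 libraries. DEGs were called by the paper's limits, an unadjusted p under 0.05 and an absolute Log2 FC over 1, and counts after Benjamini-Hochberg adjustment are given beside them. Since the pseudocount of 1 is part of the values, the Log2 FC of probes with few reads is understated. The replicate numbers of siASAP1 and siCtrl libraries are shared, so each comparison was also made with the replicate number as a block. The deviations of same-numbered siASAP1 and siCtrl libraries from their group means had an average correlation across probes of -0.15 in BT549, 0.31 in Hs578T and -0.44 in SUM149PT. Of the 6 ways to match the 3 siCtrl to the 3 siASAP1 libraries of a cell line, 5, 1 and 6 gave an average at least as high (one-sided exact permutation p = 0.833, 0.167 and 1). Since 0.167 is the smallest p that 6 matchings allow, the test could not show a pairing at 0.05 in any cell line. In Hs578T the replicate numbers gave the highest average of the 6 matchings, while in BT549 and SUM149PT their average was negative. Choices that could change the counts were the filter on low counts, the scaling of the libraries, the block and the small number of replicates.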

The cells were transfected with siRNA targeting ASAP1 (siASAP1) or non-targeting siCtrl in biological triplicate, respectively. 

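Over the 18 libraries, the mean was 6.95 M reads and the median 6.63 M, and the largest library held 2.70 times the reads of the smallest. The 20 most abundant probes took between 11.1% and 18.2% of the reads of a library, and 3241 probes had no read in any library. Each library's log2 values were correlated with the mean of its triplicate. Over all 21111 probes, Pearson's r was between 0.951 and 0.987 with a median of 0.978, above 0.95 in 18 of 18 libraries. Over the 10475 probes with a mean normalized count of at least 10, r was between 0.890 and 0.983 and above 0.95 in 15 of 18 libraries. A triplicate mean contains the library it is compared with. Against the mean of the other 2 replicates, r over all probes was between 0.891 and 0.971, above 0.95 in 9 of 18 libraries. The lowest r moved most on normalized counts without the log, where r with the triplicate mean was between 0.850 and 0.996 and above 0.95 in 14 of 18 libraries. These last 2 measures were chosen after seeing the data. These correlations are across probes, which are not independent replicates.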

The transcriptome TempO-Seq assays were run at a read depth of 6.8 M per sample (Supplementary Fig. 3a), achieving reproducibility with Pearsonʼs *r* values over 0.95 (Supplementary Fig. 3b). Principal components analysis of global changes in gene expression clustered various gene expression patterns across cell lines and transfections (Supplementary Fig. 3c). 

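Principal components of the log2 values of the 10475 probes separated the cell lines first. PC1 held 37.1% of the variance and PC2 23.9%, and 98.8% of PC1 and 98.2% of PC2 lay between cell lines. PC3 held 14.2% of the variance, of which 1.04% lay between cell lines and 10.6% between siASAP1 and siCtrl within cell lines, so that most of it lay between replicates. PC4 held 5.18% of the variance, and 66.4% of it lay between siASAP1 and siCtrl within cell lines. Over all probes, 60.4% of the variance lay between cell lines, 8.94% between siASAP1 and siCtrl within cell lines and 30.6% between replicates of a group. Per degree of freedom, the variance between siASAP1 and siCtrl was 1.17 times that between replicates. Within each cell line, PC2 separated the siASAP1 from the siCtrl libraries in Hs578T (23.6% of the variance, exact permutation p = 0.1) and in SUM149PT (18.4% of the variance, exact permutation p = 0.1), and 0.1 is the smallest p that 3 against 3 allow. In BT549 none of PC1, PC2 or PC3 separated them (exact permutation p = 0.4, 0.6 and 0.5).

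**Figure D1:**
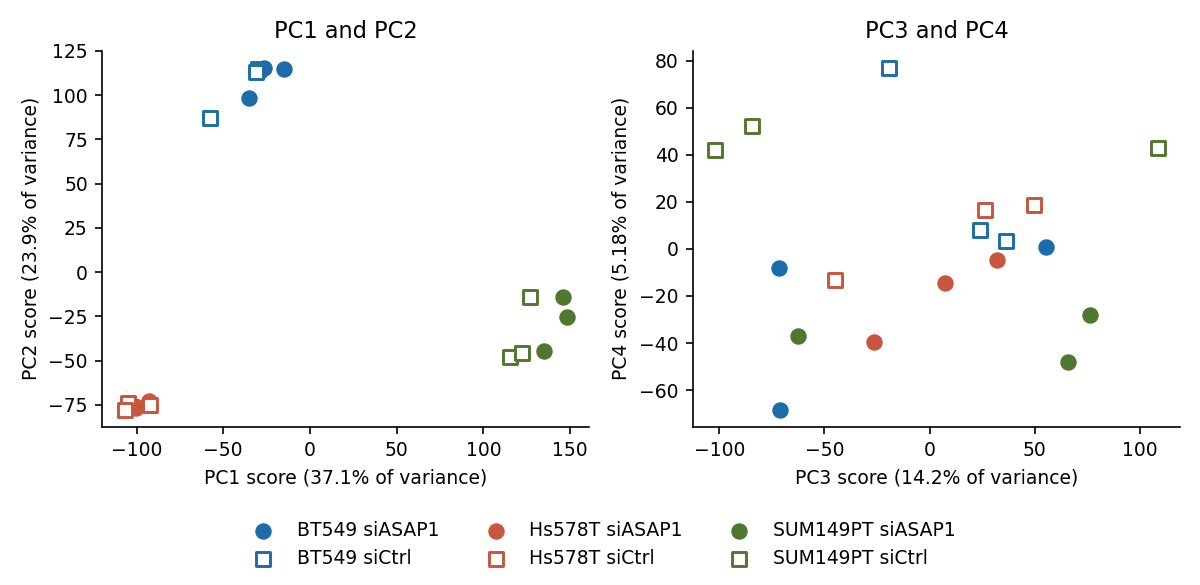
Scores of the 18 TempO-Seq libraries on PC1 and PC2 (left) and on PC3 and PC4 (right), with the percentage of the variance that each component holds on its axis. Filled circles are siASAP1 libraries, open squares are siCtrl libraries and colors are cell lines. The cell lines lie apart on PC1 and PC2, and the replicates of a group spread along PC3.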

Using DESeq2 package in R, the Log2 normalized transcriptome profiles displayed the differential effects of ASAP1 depletion on gene expression in the TNBC cells (Fig. 5a). siRNA-mediated knockdown reduced >45% of mRNA expression of ASAP1 in the TNBC cells (Fig. 5b, left panel), warranting the effective knockdown of ASAP1 itself (Log2 FC −0.7 to −1.5) in the TempO-Seq transcriptome panels (Fig. 5b, right panel). 

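The normalized count of ASAP1 in BT549 was 627 ± 226 (SD, n = 3) after siASAP1 and 1006 ± 88.1 (SD, n = 3) after siCtrl, 62.3% of the siCtrl level, with a Log2 FC of -0.75 (SE 0.39, adjusted p = 0.65 from limma). In Hs578T it was 956 ± 265 (SD, n = 3) against 1918 ± 685 (SD, n = 3), 49.9% of the siCtrl level, with a Log2 FC of -0.98 (SE 0.32, adjusted p = 0.91 from limma). In SUM149PT it was 311 ± 144 (SD, n = 3) against 863 ± 595 (SD, n = 3), 36.1% of the siCtrl level, with a Log2 FC of -1.16 (SE 0.77, adjusted p = 0.66 from limma). In BT549 and Hs578T, every siASAP1 library lay below every siCtrl library (exact permutation p = 0.1 in each). In SUM149PT the ranges overlapped (exact permutation p = 0.3), because the library labelled siCtrl replicate 2 had a normalized count of 189 from 207 reads, against 1087 and 1314 in the other siCtrl libraries and 282, 468 and 184 after siASAP1. Without this library the Log2 FC in SUM149PT was -2.04, the largest shift of the alternatives tried. With the replicate number as a block, the adjusted p from limma was 0.78 in BT549, 0.048 in Hs578T and 0.98 in SUM149PT. These p-values are adjusted over all probes tested in a cell line, while ASAP1 is a single gene chosen in advance as the siRNA target. In a test over the 18 libraries with the cell line as a covariate, its unadjusted p was 0.0063 from limma (0.016 with the block). Taken as the ratio of mean normalized counts, an alternative chosen after the data were seen, the log2 ratio was -0.68 in BT549, -1.003 in Hs578T and -1.47 in SUM149PT.

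**Figure D2:**
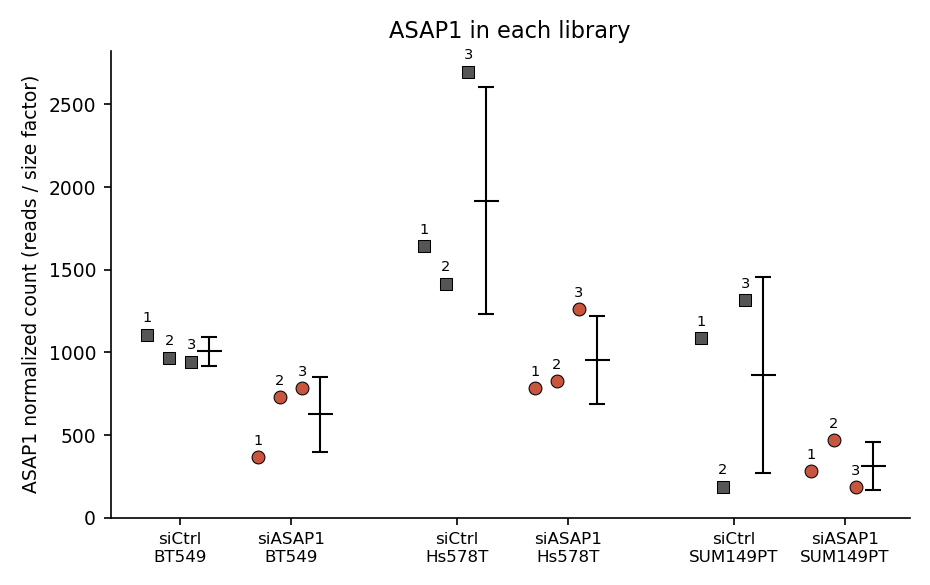
ASAP1 normalized counts (reads divided by the size factor of the library) in each TempO-Seq library, with circles for siASAP1, squares for siCtrl and the replicate number above each point. Bars beside the points are the mean ± SD of 3 libraries. In SUM149PT, siCtrl replicate 2 lies at 189, between the siASAP1 libraries at 184 and 282.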

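Whether the effect of siASAP1 differed between the cell lines was tested with the interaction of cell line and treatment over the 18 libraries in limma. Of 10475 probes, 652 had an unadjusted interaction p under 0.05, where 524 were expected by chance, and 1 had an adjusted p under 0.05, the SNAI2 probe, a gene named after its values were seen (adjusted p = 0.0065 from limma). With the replicate number as a block, 0 probes had an adjusted interaction p under 0.05 and 475 had an unadjusted p under 0.05. The Log2 FC of probes tested in both cell lines had a Pearson correlation of 0.31 between BT549 and Hs578T (8472 probes), 0.25 between Hs578T and SUM149PT (8460 probes) and 0.11 between BT549 and SUM149PT (8702 probes). These correlations are across probes, which are not independent replicates.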

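In BT549, 9666 probes passed the filter on low counts, and 357 of them were called down and 317 up after siASAP1. In Hs578T, 137 probes were called down and 127 up of 9500 tested. In SUM149PT, 432 probes were called down and 531 up of 10078 tested. With the replicate number as a block, 326 probes were called down and 265 up in BT549, 222 down and 213 up in Hs578T, and 156 down and 195 up in SUM149PT. After Benjamini-Hochberg adjustment of limma's p-values, 0 probes in each cell line had an adjusted p under 0.05. The smallest adjusted p from limma was 0.054 in BT549, 0.53 in Hs578T and 0.067 in SUM149PT. At an unadjusted p under 0.05 there were 754 probes in BT549, 502 in Hs578T and 1025 in SUM149PT, where 483, 475 and 504 were expected by chance. With the block, 37 probes had an adjusted p under 0.05 in Hs578T, 0 in BT549 (605 at an unadjusted p under 0.05) and 0 in SUM149PT (351). Of the alternatives, leaving out a single library gave the largest counts of DEGs in each cell line. Without SUM149PT siCtrl replicate 2, 890 probes were called down and 1435 up, and without BT549 siASAP1 replicate 1, 1273 were called down and 896 up. With scaling by library totals alone, the share of DEGs that were higher rose from 48.1% to 69.5% in Hs578T and from 55.1% to 74.0% in SUM149PT, and the median Log2 FC of all tested probes rose from 0.01 to 0.12 and from 0.09 to 0.30. The siASAP1 and siCtrl libraries did not overlap for 13.9% of the probes in BT549, 12.1% in Hs578T and 17.3% in SUM149PT, where chance gives 10% for 3 against 3.

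**Figure D3:**
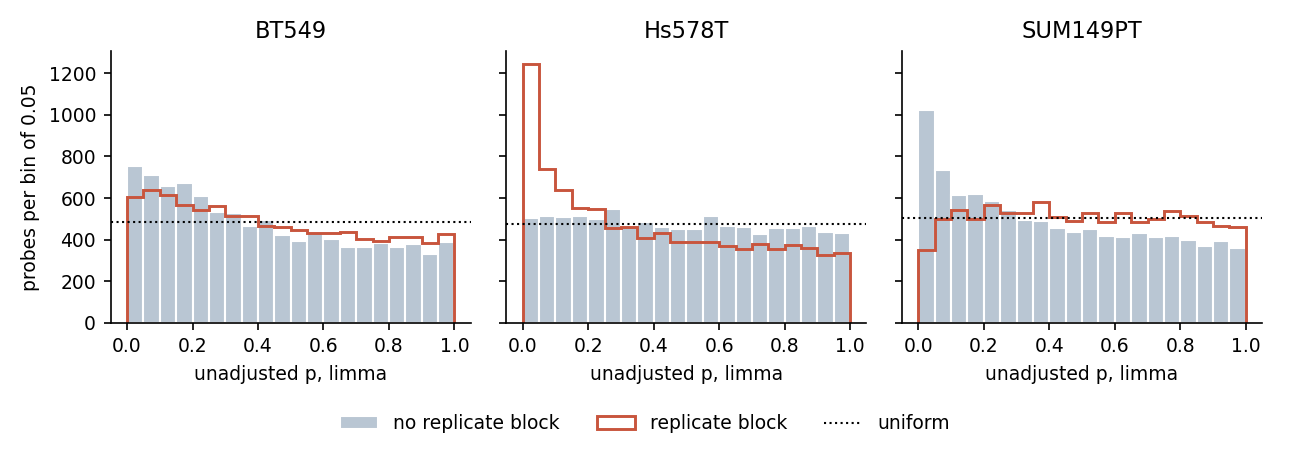
Histograms of limma's unadjusted p for siASAP1 against siCtrl in each cell line, in probes per bin of 0.05. Filled bars are without a replicate block, the outlined steps are with the replicate number as a block, and the dotted line is a uniform distribution. In Hs578T the lowest bin holds 502 probes without the block and 1246 with it, and in SUM149PT it holds 1025 without the block and 351 with it.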

Genes with twofold changes (absolute Log2 FC ≥1) in down- or up-regulation (*p* value < 0.05) were selected in BT549 (311 down/495 up), Hs578T (133 down/117 up), and SUM149PT (500 down/401 up) cells, respectively (Fig. 5c). Venn diagrams extracted differentially expressed genes (DEGs) that were significantly down- or upregulated by ASAP1 depletion in the TNBC cell lines (Fig. 5d; Supplementary Table 4). Consequently, 95 DEGs were downregulated, and 79 DEGs upregulated in ≥2/3 of the TNBC cell lines, in total 174 DEGs, which were considered as common DEGs that were susceptible to the depletion of the amplification-dependent ASAP1.

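Of the genes that Supplementary Table 4 lists as down, 276 of 311 were called down here in BT549, 105 of 133 in Hs578T and 397 of 500 in SUM149PT. Of those listed as up, 297 of 495 were called up in BT549, 100 of 117 in Hs578T and 374 of 401 in SUM149PT. Every listed gene that was tested changed in the listed direction. The lists were called on these same libraries, and the probe farthest in the listed direction was taken for each gene. This agreement therefore shows no stability. In BT549, 157 of the listed up genes that were tested had a Log2 FC over 1 and an unadjusted p of 0.05 or more. Counted as gene symbols, 18 genes were called down in all 3 cell lines, 16 in Hs578T and BT549 only, 12 in Hs578T and SUM149PT only and 37 in SUM149PT and BT549 only. The corresponding counts for genes called up were 4, 16, 26 and 44. Among symbols tested in both cell lines, the down DEGs of BT549 and Hs578T shared 34 genes where 4.50 were expected by chance (Fisher's exact test, p = 2.2e-21), those of Hs578T and SUM149PT shared 30 where 5.31 were expected (Fisher's exact test, p = 2.5e-15) and those of BT549 and SUM149PT shared 55 where 14.1 were expected (Fisher's exact test, p = 5.2e-19). The up DEGs shared 20 genes where 3.11 were expected, 30 where 5.23 were expected and 48 where 12.9 were expected. These tests treat genes as independent, which genes of a common pathway are not. Between BT549 and SUM149PT, 7 genes that were down in BT549 were up in SUM149PT and 5 that were up in BT549 were down in SUM149PT, where 14.0 and 12.9 were expected.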

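Here 83 gene symbols were called down and 90 were called up in at least 2 of the 3 cell lines, 173 in total. Of the paper's 95 common downregulated DEGs, 74 were among the 83, and of its 79 common upregulated DEGs, 64 were among the 90. Of the remaining paper's genes, 32 were called in a single cell line and 4 in none. With the replicate number as a block, 64 symbols were called down and 69 up in at least 2 cell lines, of which 49 and 55 were also called without it. After adjustment for multiple tests within each cell line there were 0 common DEGs in either direction. With scaling by library totals alone, 59 symbols were common down and 137 common up. In a single test over the 18 libraries with the cell line as a covariate, all 174 of the paper's common DEGs changed in the paper's direction, 54 of the 95 and 39 of the 79 had an adjusted p under 0.05 from limma over the 10475 probes tested, and 79 and 70 had an absolute Log2 FC over 1. With the replicate number within each cell line as a block, 27 of the 174 had an adjusted p under 0.05 from limma. Adjusted over the 174 alone, 168 passed, which shows no stability because the list was chosen from these libraries. The same holds for the direction of the 174, where the probe farthest in the paper's direction was taken for each gene. The paper takes the genes that met its limits in at least 2 of the 3 cell lines as common DEGs, states that they were susceptible to the depletion of ASAP1, and carries them into its enrichment of pathways.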

**Fig. 5:**
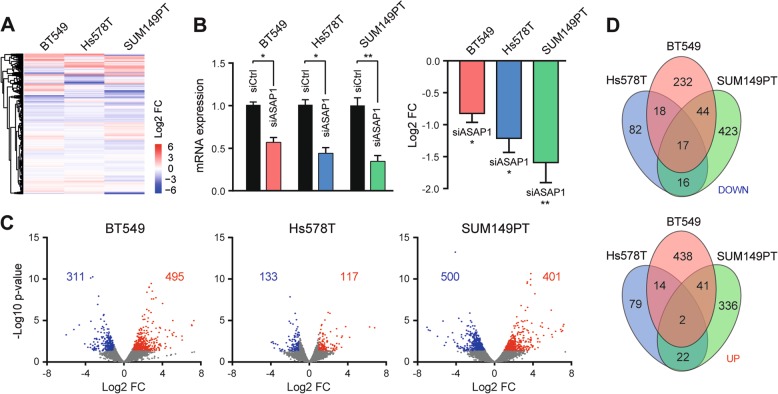
Targeted whole transcriptome analysis of ASAP1 depletion-induced transcription reprogramming in TNBC cells. **a** Transcriptome expression profiling in BT549, Hs578T and SUM149PT TNBC cells after siRNA-mediated depletion of ASAP1 (siASAP1). Log2 fold change (Log2 FC), siASAP1 versus siCtrl. **b** Targeting effect of siASAP1 on ASAP1 gene expression. Left panel, knockdown efficiency assessment by RT-qPCR (two-way ANOVA *p < 0.05, **p < 0.01). TNBC cells were transfected with optimized SMARTpool siRNAs for 72 h. GAPDH was used as internal reference. Right panel, Log2 FC of ASAP1 upon knockdown. The results were expressed as mean ± SEM of three independent experiments. **c** Volcano plot of DEGs in ASAP1-depleted BT549, Hs578T, and SUM149PT cells. The red and blue dots indicate down- and upregulated DEGs, respectively, with *p* value < 0.05 and absolute Log2 FC >1. **d** Venn diagram of down- and upregulated DEGs in BT549, Hs578T, and SUM149PT TNBC cell lines. Upper panel, downregulated DEGs; lower panel, upregulated DEGs. Common DEGs denote DEGs popping-up in at least two cell lines.

### ASAP1 regulates cytokine and apoptosis signaling components that are associated with TNBC prognosis

Next, to evaluate the biological functions of 174 common DEGs that were susceptible to ASAP1 depletion, we conducted Metascape Pathway and process enrichment analysis integrating the gene ontology sources, including GO Biological Process, KEGG pathway, Reactome Gene Sets, Canonical Pathways, and CORUM [26]. Top 20 clusters were defined with their representative enriched terms (Fig. 6a, left; Supplementary Table 5), including cytokine signaling pathways (cytokine signaling in immune system, response to interleukin-1, TNF-signaling pathway, and regulation of inflammatory response), metabolic processes (regulation of lipid metabolic process and regulation of sulfur metabolic process), apoptosis signaling pathways (regulation of apoptosis signaling pathway and positive regulation of cell death), MAPK pathways (regulation of p38 MAPK cascade and MAPK signaling pathway), cell cycle arrest, and P53 downstream pathway. Furthermore, network enrichment captured the interactions between the 20 clusters, as visualized using Cytoscape (Fig. 6a, right). Strikingly, among the 20 clusters, the cytokine signaling in immune system, regulation of lipid metabolic process, and regulation of apoptotic signaling pathway were most significantly enriched. 

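The gene members that Supplementary Table 5 gives for the cytokine cluster number 53, of which 17 were down and 36 up in the paper. In the test of siASAP1 over the 18 libraries, all 53 changed in the paper's direction, with a median Log2 FC of -1.18 for the down genes and 1.67 for the up genes, and 30 had an adjusted p under 0.05 from limma (10 with the replicate block). The cluster of the apoptotic signaling pathway has 23 members, 12 down and 11 up in the paper, of which 13 had an adjusted p under 0.05 (2 with the replicate block). For lipid metabolic process, the gene list of Supplementary Table 6 was used, with 20 genes down and 11 up in the paper. These lists share members, so their counts are not independent. They were drawn from DEGs of the same libraries, so the directions and counts show no stability. The enrichment itself was not recomputed, since the gene sets behind it were not used here.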

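ANXA1 was lower after siASAP1 in each TNBC cell line, with a Log2 FC of -1.49 in BT549, -1.04 in Hs578T and -1.77 in SUM149PT. The chemokine genes CXCL1, CXCL2 (probe CXCL2_28232) and CXCL8 were higher in BT549, at 2.66, 2.41 and 3.10, and in SUM149PT, at 2.47, 2.09 and 3.91. In Hs578T they were 1.39, 0.87 and 0.68, with SEs of 0.70, 0.56 and 0.53, and were higher in 2 of the 3 same-numbered pairs. The difference of CXCL8 between the cell lines had an adjusted interaction p of 0.28 from limma. C3 rose by a Log2 FC of 1.27 in Hs578T and 1.30 in SUM149PT and was below the filter in BT549, where the probe had at most 7 reads. IMPDH1 was -0.37 (SE 0.45) in BT549, -0.99 in Hs578T and -1.81 in SUM149PT. RAN was -1.08, -0.73 and -1.72. PSMC4 was 2.40 in BT549 and 1.69 in SUM149PT but 0.25 (SE 0.58) in Hs578T, where its sign changed when a single library was left out, and its probe had between 2 and 121 reads per library. APEX1 was -1.14, -0.67 and -1.80, and MCM6 was -1.19, -1.005 and -1.95. RBL2 (probe RBL2_5761) was -1.70 in BT549, -1.63 in Hs578T and -0.75 (SE 1.20) in SUM149PT, where it was lower in 1 of the 3 same-numbered pairs. None of these genes had an adjusted p under 0.05 from limma in a single cell line without the block, and with the block in Hs578T the adjusted p was 0.048 for ANXA1, 0.027 for C3 and 0.046 for RBL2. In the test over the 18 libraries with the cell line as a covariate, the adjusted p from limma was 0.0026 for ANXA1 (Log2 FC -1.43, lower in 9 of 9 pairs), 0.0022 for C3 (1.57, higher in 9 of 9), 0.0034 for CXCL1 (2.17), 0.0035 for CXCL2 (1.79) and 0.0047 for CXCL8 (2.56), each of these 3 higher in 8 of 9, and 0.011 for RAN (-1.18, lower in 9 of 9). IMPDH1 had 0.059 and PSMC4 0.13. In the same test with the block, these p-values were 0.045 for ANXA1, C3, CXCL1 and CXCL2, 0.047 for RAN and 0.056 for CXCL8.

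**Figure D4:**
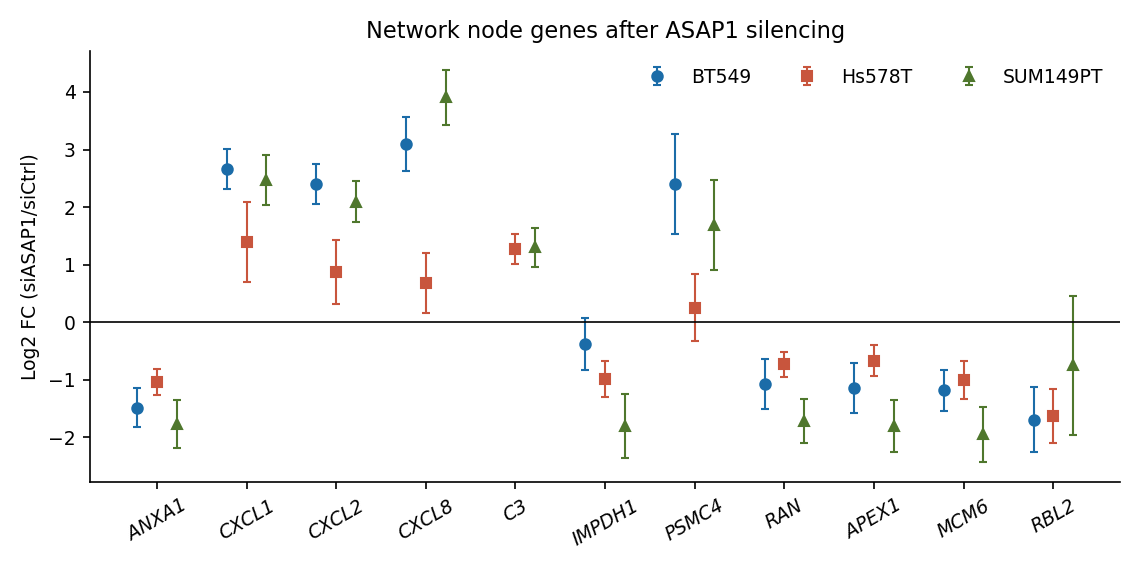
Log2 FC (siASAP1/siCtrl) of the node genes in BT549, Hs578T and SUM149PT, from 3 siASAP1 and 3 siCtrl libraries each. Bars are the SE from limma, and C3 has no point in BT549, where it was below the filter. The intervals of IMPDH1 in BT549 (-0.37, SE 0.45), PSMC4 in Hs578T (0.25, SE 0.58) and RBL2 in SUM149PT (-0.75, SE 1.20) cross 0.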

Protein–protein interaction clustering algorithm identified neighborhoods within the networks where the ASAP1-regulated genes were densely connected, such as ANXA1, C3, CXCL1, CXCL2, and CXCL8 node (involved in immune response), IMPDH1, PSMC4, and RAN node (involved in nucleotide and protein metabolism), and APEX1, MCM6, and RBL2 node (involved in cell cycle G1/S phase transition) (Fig. 6b). These results revealed the novel and essential biological functions of ASAP1 in multiple molecular pathways.

**Fig. 6:**
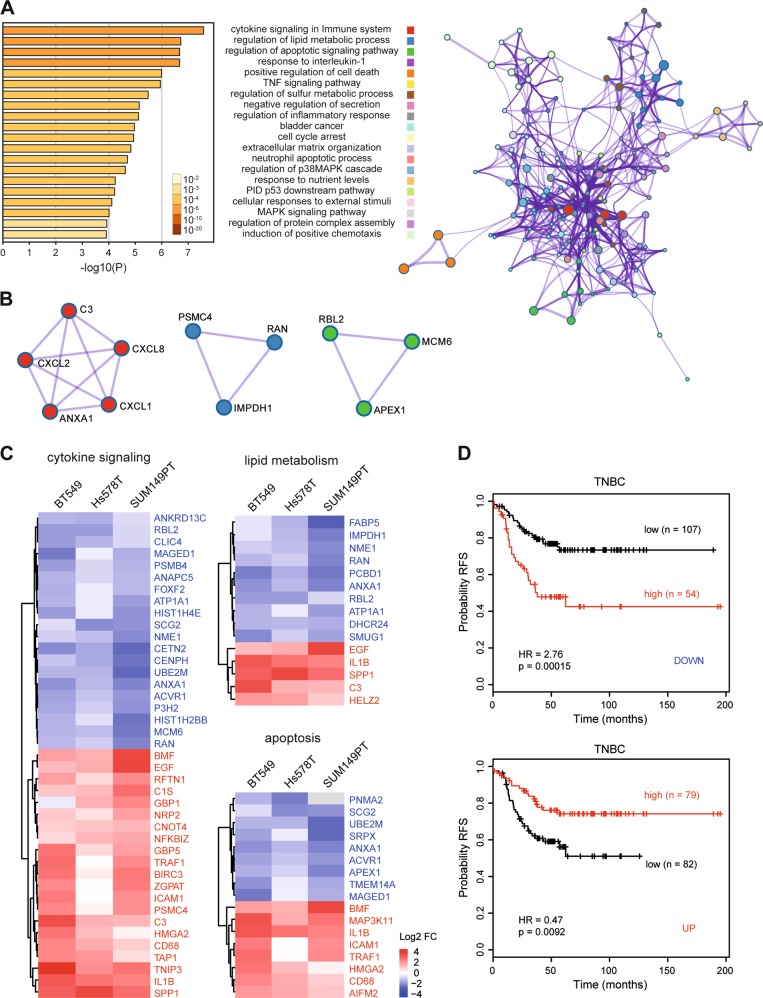
Metascape functional enrichment analysis and TNBC clinical relevance of ASAP1-regulated DEGs. **a** Top 20 clusters with their representative enriched term across input of 174 ASAP1-regulated DEGs. Left panel, heatmap of the 20 enriched terms. One term per cluster, colored by *p* values. Log10 (*p*) is the *p* value in log base 10. Right panel, network of the 20 enriched terms, colored by cluster ID, where nodes that share the same cluster ID are typically close to each other. **b** Representative Molecular Complex Detection (MCODE) network nodes, showing the ASAP1-regulated DEGs densely connected. **c** Log2 FC clustering of DEGs involved in cytokine signaling, lipid metabolism, and apoptosis pathways. Blue, negative regulators; red, positive regulators. **d** Relapse-free survival (RFS) KM curves of the DEGs from panel c in patients with TNBC. Mean expression of positive DEGs (DOWN) or negative DEGs (UP) was used.

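The genes that Supplementary Table 6 lists under cytokine signaling comprise 35 that were down and 43 that were up in the paper. Of those tested, 70 of 72 changed in the paper's direction in BT549, 73 of 76 in Hs578T and 73 of 74 in SUM149PT. DEG limits were met by 29 down and 27 up genes in BT549, 18 down and 21 up in Hs578T and 27 down and 34 up in SUM149PT, and by 69 genes in at least 2 cell lines. The median Log2 FC of the paper's down genes was -1.33 in BT549, -1.03 in Hs578T and -1.49 in SUM149PT, and that of its up genes was 1.93, 1.06 and 2.09. After adjustment over all probes of a cell line, 0 passed in each, and 56, 45 and 61 had an unadjusted p under 0.05. The list was drawn from DEGs of these libraries, so these counts show no stability.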

Around 45% of ASAP1-regulated genes (78/174) were involved in cytokine signaling pathways (Supplementary Table 6), being interactive in cytokine signaling in immune system, response to interleukin-1, TNF-signaling pathway, and regulation of inflammatory response. 

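Of the apoptosis signaling genes in Supplementary Table 6, 15 were down and 18 up in the paper. DEG limits were met by 12 down and 14 up genes of 31 tested in BT549, 7 down and 10 up of 32 in Hs578T and 14 down and 12 up of 30 in SUM149PT. The median Log2 FC of the paper's down genes was -1.49 in BT549, -0.96 in Hs578T and -1.72 in SUM149PT, and that of its up genes was 1.73, 1.06 and 1.93. In the test over the 18 libraries, all 33 changed in the paper's direction and 18 had an adjusted p under 0.05 from limma (10 down and 8 up), against 3 with the replicate block. This list too was drawn from DEGs of these libraries, so the directions and counts show no stability.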

In regulation of apoptosis signaling and cell death pathways, 33 genes were modulated by ASAP1 depletion. 

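Among the genes drawn in the Fig. 6c heat map, 24 are shown as up and 29 as down after siASAP1. Of the up genes, 17 of 18 tested were higher in BT549, 21 of 22 in Hs578T and 23 of 24 in SUM149PT, and 13, 14 and 18 met the DEG limits. Of the down genes, 29 of 29 were lower in BT549, 28 of 29 in Hs578T and 28 of 28 in SUM149PT, and 24, 11 and 24 met the DEG limits. The median Log2 FC of the up genes was 2.17 in BT549, 1.21 in Hs578T and 1.96 in SUM149PT, and that of the down genes was -1.24, -0.97 and -1.63. Each median was closest to 0 in Hs578T, and the difference between cell lines was not tested for the group as a whole. The genes in the figure were drawn from DEGs of the same libraries, so their directions and counts show no stability.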

Unsupervised hierarchical heatmap classified the 21 positive and 20 negative regulators in cytokine signaling pathways, 5 positive and 10 negative regulators in lipid metabolism pathway, and 8 positive and 9 negative regulators in apoptosis signaling pathways (Fig. 6c), in the BT549, Hs578T, and SUM149PT TNBC cell lines. As cytokine signaling pathways, e.g., TNF-signaling pathway, mediate extrinsic/intrinsic apoptosis [27], crosstalk might exist in the ASAP1-regulated cytokine and apoptosis signaling pathways. Indeed, among 33 ASAP1-regulated apoptosis genes, 23 genes (~70%) were interactive in cytokine signaling pathways (Supplementary Table 6), further stressing the implication of ASAP1 as a driver gene in cell survival and growth. 

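Of the 23 genes in both lists, 9 were down and 14 up in the paper. In BT549, 7 of them were called down and 10 up of 21 tested, in Hs578T 5 down and 9 up of 23, and in SUM149PT 9 down and 9 up of 21. Over the 18 libraries, 13 of the 23 had an adjusted p under 0.05 from limma (2 with the replicate block), with a median Log2 FC of -1.39 for the down genes and 1.44 for the up genes. Of the other 10 apoptosis genes, 5 had an adjusted p under 0.05. Whether the 2 shares differ was not tested.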

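The genes that Supplementary Table 6 places in both lipid metabolic process and cytokine signaling comprise 10 that were down and 7 that were up in the paper. DEG limits were met by 9 down and 1 up genes of 13 tested in BT549, 6 down and 6 up of 17 in Hs578T and 9 down and 7 up of 17 in SUM149PT. In the test over the 18 libraries, 13 of the 17 had an adjusted p under 0.05 from limma (5 with the replicate block), with a median Log2 FC of -1.42 for the down genes and 1.57 for the up genes. Of the 14 lipid genes outside cytokine signaling, 6 had an adjusted p under 0.05 (4 with the block).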

Crosstalk was also observed between ASAP1-regulated genes in lipid metabolic process (17/31, ~50%) and cytokine signaling (Supplementary Table 6). To explore the association between these ASAP1-regulated cytokine, lipid metabolism and apoptosis genes and the survival of patients with TNBC, we performed Kaplan–Meier (KM) survival analysis using KM plotter [28]. The results exhibited that, based on the mean expression of the selected genes in TNBC tumors, a low expression level of the negative regulators, which were downregulated under ASAP1 depletion, predicted longer relapse-free survival of TNBC patients with statistical significance (logrank *p* = 0.00015, HR = 2.76) (Fig. 6d). In contrast, low expression of positive regulators, which were upregulated by ASAP1 depletion, implied significantly worse prognosis (logrank *p* = 0.0092, HR = 0.47).

Collectively, our data suggested that amplified ASAP1 is a key driver in TNBC progression by negatively regulating cell death pathways. The ASAP1-regulated genes in cytokine, lipid metabolism, and apoptosis signaling pathways were clinically relevant to TNBC relapse-free survival.

## Discussion

TNBC is characterized by its inter-tumoral heterogeneity. Based on gene expression signatures, TNBC has been further classified into more than six molecular subtypes [29], Yet, no effective molecular targeted therapies are currently available in the clinic for this type of BC. Although TNBC demonstrates substantial genetic alterations [30], only two genes, *TP53* and *PIK3CA*, have been found with mutation frequency in ~10% of TNBC patient tumors [6], indicating other driver mutations involved in TNBC progression. While amplification frequently occurs in cancer genomes, amplified genes are not always overexpressed [31]. A recent study has applied integrative analysis combining gene expression, miRNA and copy number variation genomic profiles for TNBC patients (*n* = 137) from TCGA to reclassify TNBC inter-tumoral heterogeneity [32]. As overexpression is a requisite for amplified genes to function as drivers in cancer, we attempted to identify TNBC candidate driver genes by integrating DNA copy number change and mRNA expression omics data across 222 TNBC cases (TCGA dataset *n* = 118 and Metabric *n* = 104). Using recurrent event calling algorithm ADMIRE analysis and transcript expression quantification, we consequently identified 138 genes with frequent focal CNGs and concurrent high expression in the cohort of TNBC tumors. Among these genes several are well-known oncogenes with involvement in BC, e.g., MYC, EGFR, CCNE1, and FGFR1, consistent to other studies [6, 15, 33]. We also identified many novel candidates, such as TMEM67, ANKH, BNIP1, CCT5, ASAP1, and IRF2BP2. KEGG pathways enrichment displayed the implication of the genes mainly in cancer-related or oncogenic signaling pathways. Our integrated genomic analysis reveals frequent CNGs and amplification as driver mutations in the TNBC genome. This large group of 138 candidate genes, displaying positive correlation in recurrent DNA CNGs and high RNA expression levels in the TNBC genome, may represent potential drivers during the course of TNBC progression.

CNAs often involve a number of genes within proximity in the recurrent regions of the same chromosome, resulting in gene co-amplification. Chromosomal region 8q24 amplification is common in many cancers. Several studies have reported CNG co-occurrence of numerous genes in this region, including MYC, ASAP1, PVT1, PTK2, BAI1, TRIB, and EXT1 [34–38]. Ehlers et al. reported that CNG in 8q24 strongly correlated with expression of ASAP1 but not that of MYC in uveal melanoma [34]. By contrast, other studies demonstrated that co-amplified MYC and PVT1 cooperatively promote tumor progression [37, 38]. In our TNBC cell lines, 13/20 cell lines represented co-amplification of MYC and ASAP1; however, our siRNA studies demonstrated that silencing of ASAP1 alone inhibited TNBC cell proliferation, independently of MYC. Although both MYC and ASAP1 displayed amplification-associated prognostic outcome in patients with BC, the expression of these two genes were poorly correlated in the same cohort of patients. Our results suggest that co-amplified MYC and ASAP1 genes are not necessarily coincidently expressed to promote TNBC tumorigenesis.

Our current siRNA-based proliferation screen validated several candidate genes promoting TNBC cell proliferative phenotype, including the known oncogenes MYC and EGFR and the novel candidates ASAP1, IRF2BP2, CCT5, and DRD1, indicating the implication of amplification-dependent drivers in TNBC proliferation. These genes (except for DRD1) acquired CNG/amplification and high expression in breast tumors. In particular, amplification of MYC and ASAP1 is highly frequent in TNBC (35% and 30.3%, respectively) compared with non-TNBC tumors (25.5% and 22.6%, respectively). The amplification-based MYC oncogene has been found in various solid tumors, including kidney and colorectal cancers and BC subtypes, including TNBC [39, 40], indicating MYC amplification as a frequent driver mutation in cancer. A recent study has revealed that MYC alterations are mutually exclusive with PIK3CA, PTEN, APC, or BRAF alterations [41], suggesting MYC amplification as a distinct driver mutation in the cancer genome. The novel candidate, ASAP1, has also been reported to be frequently amplified, accompanied by enhanced expression, in different types of cancers, including pancreatic ductal adenocarcinoma, prostate cancer, and melanoma [34, 42], exceptionally in primary BC where overexpression of ASAP1 was described to be independent of ASAP1 amplification [43]. These early results, though not reported for BC, underline the impact of ASAP1 amplification over the cancer genome. Here, our results initially interpret that, similar to other cancer types, the aggressive BC subtype TNBC acquires driver mutations, such as amplification-dependent overexpression of MYC and ASAP1, to progress, in spite of genetic heterogeneity. Of significance for ASAP1, we showed that knockdown of ASAP1 inhibits cell proliferation in different TNBC cell lines and high expression of ASAP1 is associated with poor MRFS of patients with TNBC but not ER^+^ BC, compelling the role of ASAP1 in TNBC progression, promoting not only proliferation but also metastasis.

In this study, we demonstrated for the first time the effect of ASAP1 on transcriptomic regulation in TNBC cells. 

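The effect of siASAP1 that the cell lines had in common was tested over the 18 libraries with the cell line as a covariate in limma. Of 10475 probes, 1660 had an unadjusted p under 0.05, where 524 were expected by chance, and 182 had an adjusted p under 0.05, 111 of them lower and 71 higher after siASAP1. In 138 of the 182, all 9 same-numbered pairs changed in the same direction. With the replicate number within each cell line as a block, 34 probes had an adjusted p under 0.05, all among the 182. ASAP1 itself had a Log2 FC of -0.96 (SE 0.31, adjusted p = 0.13 from limma, 0.24 with the block) and was lower in 8 of 9 pairs. As the siRNA target it was chosen in advance, and its unadjusted p was 0.0063 from limma (0.016 with the block). The 3 probes with the smallest p, named after their values were seen, were those of TNIP3 (Log2 FC 2.72, adjusted p = 8.3e-05 from limma), MRPS27 (-1.96, adjusted p = 8.3e-05) and CETN2 (-1.80, adjusted p = 0.00089), each in the same direction in 9 of 9 pairs. TNIP3 was below the filter on low counts in BT549, so its Log2 FC of 3.48 and its pairs there rest on a mean normalized count under 10. Among the other driver genes of the screen, the Log2 FC over the 3 cell lines was 0.12 for MYC, -0.03 for EGFR, 0.15 for IRF2BP2 and -0.23 for CCT5, with adjusted p-values from limma between 0.62 and 0.97. DRD1 was below the filter on low counts in BT549, with at most 3 reads in a library, and in SUM149PT, with 0 reads, so a change could be seen in Hs578T alone (Log2 FC 0.34, adjusted p = 0.96 from limma).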

ASAP1 (also named DDEF1 or AMAP1) was identified on the basis of Arf activity as a phospholipid-dependent Arf GTPase-activating protein and was found to bind to and be phosphorylated by Src family proteins and focal adhesion kinase and to associate with focal adhesions [44, 45]. ASAP1 has been shown to promote cell proliferation and invasion in different cancer cells, including lung, colorectal, prostate, and BC cells [18, 42, 46]. High ASAP1 expression level was found in and was required for invadopodia formation in invasive MDA-MB-231 TNBC BC cells, and interfering ASAP1-mediated protein complex inhibited metastasis of MDA-MB-231-derived xenografts [43]. Overexpression of ASAP1 has been reported to be associated with poor metastasis-free survival in prostate, colorectal cancer, and ovarian cancer and malignant phenotypes of primary BCs [18, 43, 47]. We showed that depletion of ASAP1 in different TNBC cells led to reprogramming of gene expression mainly in cytokine and apoptosis interactive signaling pathways, by upregulating positive regulators and downregulating negative regulators of the pathways. 

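Over the 18 libraries, all 24 genes that Fig. 6c shows as up were higher after siASAP1, with a median Log2 FC of 1.48, and 12 had an adjusted p under 0.05 from limma. All 29 that it shows as down were lower, with a median Log2 FC of -1.197, and 20 had an adjusted p under 0.05. With the replicate block, 3 of the up genes and 8 of the down genes passed. The genes in the figure were drawn from DEGs of these libraries, so their directions show no stability. For the 78 genes of the cytokine list, 44 had an adjusted p under 0.05 (23 lower and 21 higher, 15 in all with the block), and adjusted over the list alone 75 passed, which shows no stability because the list was drawn from DEGs of these libraries.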

For instance, silencing ASAP1 downregulated the components in the identified mitotic cell cycle G1/S phase transition network node, including the antiapoptotic APEX1 that is abnormally expressed in numerous human solid tumors and positively correlated with cancer progression [48], the proliferation marker MCM6 that is predictive for poor prognosis in BC [49], and the direct AKT target RBL2 [50]. In addition, expression of genes involved in lipid metabolic process was also vulnerable to ASAP1 depletion, suggesting the novel role of ASAP1 in metabolism-related tumorigenesis, as lipid metabolism has been linked to cancer development by causing abnormal expression of various genes and dysregulating cytokines and signaling pathways [51]. 

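The normalized count of APEX1 after siASAP1 was 227 ± 30.1 (SD, n = 3) in BT549, 283 ± 33.8 in Hs578T and 218 ± 67.6 in SUM149PT, against 536 ± 256, 450.1 ± 47.1 and 771 ± 250.3 after siCtrl. Every siASAP1 library lay below every siCtrl library in each cell line (exact permutation p = 0.1, the smallest for 3 against 3), and over the 3 cell lines the Log2 FC was -1.202 (SE 0.23, adjusted p = 0.0093 from limma, 0.067 with the replicate block). The normalized count of MCM6 was 489 ± 122 in BT549, 298 ± 105 in Hs578T and 303 ± 63.9 in SUM149PT, against 1103 ± 184, 581 ± 95.1 and 1265 ± 663. Its Log2 FC over the 3 cell lines was -1.38 (SE 0.22, adjusted p = 0.0035 from limma, 0.0496 with the block), lower in 9 of 9 pairs. The normalized count of RBL2 was 192 ± 160.5 in BT549 and 114 ± 81.6 in Hs578T against 515 ± 150.4 and 307 ± 54.1. In SUM149PT it was 368 ± 310.02 against 557 ± 643, a difference within the spread between replicates (exact permutation p = 0.8). Its Log2 FC over the 3 cell lines was -1.36 (SE 0.52, adjusted p = 0.19 from limma, 0.35 with the block), lower in 7 of 9 pairs.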

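Of the 31 genes that Supplementary Table 6 lists for lipid metabolic process, all changed in the paper's direction over the 18 libraries, with a median Log2 FC of -1.38 for the 20 down genes and 1.51 for the 11 up genes. An adjusted p under 0.05 from limma was reached by 14 of the down and 5 of the up genes, and by 9 in all with the replicate block. DEG limits were met by 16 down and 4 up genes of 27 tested in BT549, 10 down and 7 up of 30 in Hs578T and 18 down and 10 up of 31 in SUM149PT. Adjusted over the list alone 28 passed, which shows no stability for a list taken from DEGs of the same libraries.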

Most importantly, numerous ASAP1-regulated genes, particularly those that were downregulated when ASAP1 was targeted, displayed significant relevance to relapse-free survival of TNBC patients, indicating ASAP1 as an upstream regulator in driving TNBC progression.

Deconvolution of genetic alterations in cancer genome, such as focal CNAs, has provided an excellent possibility to classify new cancer subtypes and identify novel therapeutic targets for naïve resistant cancers [8, 9, 32]. Our work elucidated extensive amplification-dependent gene expression alterations in TNBC, revealing ASAP1 as a potential TNBC driver functioning upstream of cytokine and apoptosis genes in promoting proliferation and survival. ASAP1 emerges as a potential diagnostic marker as well as therapeutic target for cancer, as ASAP1 has been found to be implicated in multiple oncogenic processes in various cancers [18, 42, 47]. Our results suggest that targeting the upstream regulator ASAP1 and its downstream target genes may provide actionable therapeutic strategies for overcoming the intractable TNBC disease, as well as other resistant cancer types overexpressing ASAP1.

## Materials and methods

### Cell culture

Human TNBC cell lines BT549, Hs578T, and SUM149PT were provided by Erasmus Medical Center (Rotterdam, the Netherlands) and cultured in RPMI-1640 medium supplemented with 10% fetal bovine serum, 25 U/ml penicillin and 25 µg/ml streptomycin in a humidified incubator at 37 °C with 5% CO_2_. All cell lines were authenticated by short tandem repeat profiling and subjected to mycoplasma test using the Mycosensor PCR kit (#302108, Stratagene).

### Selection of amplification-dependent candidate driver genes in TNBC genome by integrated AMDIRE copy number region analysis and transcript expression quantification

ADMIRE analysis [20] was performed to detect genomic regions with recurrent CNGs across 222 triple-negative tumors (*n* = 118 from TCGA; *n* = 104 from Metabric). Segmented copy number profiles for both TCGA [15] and the discovery set of Metabric [2] were obtained and used as input for the ADMIRE analysis. ADMIRE was configured to control its false discovery rate at 0.01. The recurrently altered copy number regions identified by ADMIRE were filtered in order to enrich regions most likely to harbor driver genes. Importantly, ADMIRE regions may be nested within larger regions, where the higher nesting levels correspond to more focal and more frequently altered regions. Our filtering only kept the regions detected at the highest nesting level. In addition, regions were kept only if they spanned at least one, but no more than 100 genes. Next, the genes contained in those regions were identified and selected as candidate driver genes, if their mRNA expression profile showed a positive correlation with their copy number. For this, the RNA-Seq data for TCGA analyzed using RSEM transcript quantification and the microarray expression data for Metabric were applied. The correlation was tested using Spearman’s correlation, where the Log-ratio copy number estimates were correlated with the expression values. Correction for multiple testing was performed by controlling the false discovery rate at 0.1. The ADMIRE analysis and the subsequent filtering steps were performed separately for TCGA and Metabric, after which the resulting gene lists were merged.

### siRNA-mediated loss-of-function screen

The primary screen was carried out by use of siGENOME Human SMARTpool siRNAs (GE Dharmacon, Lafayette, CO, USA) targeting 138 ADMIRE candidate driver genes. In the validation screen, SMARTpool siRNA and single siRNA_1, _2, _3, and _4 that comprise the SMARTpool mix were used to validate each candidate hit. Cells were seeded overnight in 96-well plate at an optimized density for BT549 (8000 cells/96-well), Hs578T (8000 cells/96-well), and SUM149PT (10,000 cells/96-well), and transfected with 50 nM siRNA by transfection reagent INTERFERin (Polyplus-Transfection SA, Illkirch-Graffenstaden, France) according to the manufacturer’s instructions. We used a pool of 720 kinase siRNAs at stock concentration of 1 µM in our laboratory as a negative control (siCtrl), this has no significant effect on expression of any single kinase genes; siRNA against KIF11 was used as positive control. The medium was refreshed 24 h post-transfection and TNBC cells were transfected for 2 days and proliferated for 4 days under indicated condition. SRB colorimetric assay was used as read-out for cell proliferation [52].

### Real-time RT-qPCR assay

Real-time RT-qPCR experiments were performed as previously described [53]. The primer sequences used were: forward *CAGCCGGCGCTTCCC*, reverse *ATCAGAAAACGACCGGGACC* (human ASAP1); forward *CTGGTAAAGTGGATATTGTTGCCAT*, reverse *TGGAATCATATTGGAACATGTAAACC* (human GAPDH). Relative mRNA levels after correction for GAPDH control mRNA were expressed using the 2^−ΔΔCT^ method.

### DNA copy number alteration and mRNA expression profiling of candidate genes in breast cancer cell lines and tumors

DNA copy number data of candidate genes in 20 TNBC cell lines were obtained from online resources [54]. Log2-based RNA expression profiles of candidate genes in 52 BC cell lines was retrieved from our own established RNA-Seq data. CNAs and mRNA expression of candidate hits in 2173 breast tumors were obtained from dataset “METABRIC, Nature 2012 & Nat Commun 2016” in cBioPortal (http://www.cbioportal.org/) [17] and the largest dataset with available DNA copy number (*n* = 2173) and mRNA expression (*n* = 1904) profiles. The 2173 breast tumor samples were filtrated by the immunohistochemistry status of ER, PR, and HER2, resulting in 320 triple-negative tumors.

### Human whole transcriptome analysis of ASAP1 silencing effect

TNBC cells were seeded into 96-well plate and transfected with optimal SMARTpool siRNA targeting ASAP1 (siASAP1), and siRNA control (siCtrl), as described above. The experiment was performed in biological triplicate. Seventy-two hours later, cells were washed with PBS and lysed in 80 μl 1× BioSpyder lysis buffer. Lysates were frozen at −80 °C and shipped to BioSpyder technologies on dry ice for human whole transcriptome targeted RNA sequencing TempO-Seq analysis. 

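The deposited table holds 21111 probes for 19289 gene symbols, of which 1581 have more than 1 probe. No probe is listed more than once. Of the symbols, 99.0% matched a transcript of the annotation used here by their current or an older symbol. Reads were found in all 18 libraries for 7017 probes.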

Expression data for 21,111 transcripts were generated (BioSpyder Technologies, Inc., Carlsbad, CA, United States). Normalization and differential expression analysis were performed using DESeq2 package. Specifically, each siASAP1 condition was paired with the corresponding control siCtrl and the counts for each sample were normalized using the DESeq2 estimateSizeFactors function. 

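The size factors recovered from the deposited values were between 0.626 and 1.73. They were between 0.971 and 0.984 of the median-of-ratios factors computed here over the 18 libraries together, and between 0.733 and 1.16 of those computed over the 6 libraries of each cell line. The deposited values thus carry a scaling that is close to a common factor of the joint one, and the tests within a cell line used them as they are.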

Differential expression of each treatment relative to its respective control was measured using the Wald test. With baseMean of counts <10 filtered, genes that were regulated by siASAP1 with significance (*p* value < 0.05 and absolute Log2 FC > 1) were considered significantly DEGs.

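The filter on a mean normalized count of at least 10 kept 9666 of the 21111 probes in BT549, 9500 in Hs578T and 10078 in SUM149PT, computed over the 6 libraries of the cell line. An absolute Log2 FC over 1 was reached by 2113 probes in BT549, 1027 in Hs578T and 3392 in SUM149PT, of which 674, 264 and 963 also had an unadjusted p under 0.05 from limma. The median SD of a probe between replicates on the log2 scale was 0.68 in BT549, 0.55 in Hs578T and 0.87 in SUM149PT.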

### Gene functional enrichment analysis of ASAP1-regulated genes

The DEGs, up- or downregulated by silencing ASAP1, were uploaded to Metascape [26] (http://metascape.org). Pathway and process enrichment analyses were carried out with ontology sources of KEGG pathway, GO Biological Processes, Reactome Gene Sets, Canonical Pathways, and CORUM. All genes in the genome were used as the enrichment background. Terms with *p* value < 0.01, a minimum count of 3, and an enrichment factor >1.5 were collected and grouped into clusters based on their membership similarities. To further capture the relationship between the terms of pathways and processes, network of enriched terms were visualized using Cytoscape, where each node represents an enriched term and is colored by its cluster ID. Furthermore, if network contains between 3 and 500 proteins, protein–protein interaction enrichment analysis was carried out with BioGrid, InWeb_IM, and OmniPath to identify densely connected network components, presented in Molecular Complex Detection network node.

### Assessment of clinical relevance of candidate genes to survival prognosis of breast cancer patients

The functionally validated candidate driver genes were further evaluated using KM analysis for their relation to OS of 1981 BC patients according to their gene expression [17]. Microarray DNA expression results from BrCa Gene-Expression Miner were used to classify prognostic association of ASAP1 expression levels with MRFS of 257 TNBC patients (*n* = 257) and ER^+^ BC patients (*n* = 2519) using “optimal” splitting criterion [16]. The ASAP1-regulated DEGs involved in cytokine, lipid metabolism, and apoptosis pathways were assessed for their relation to relapse-free survival of TNBC patients by KM plotter using “Auto select best cutoff” [28]. Mean expression of DEGs was used to assess their prognostic significance.

### Statistical analysis

Pearson correlation analysis was performed using GraphPad Prism 7. Statistical analysis of all experimental data was performed using two-way ANOVA (*p < 0.05, **p < 0.01, ***p < 0.001). Data were expressed as mean ± SEM of three independent experiments. Significance was set at *p* < 0.05. The hierarchical clustering in heatmap was performed using CRAN pheatmap package in RStudio (version 0.99.887).

## Supplementary information

Supplementary Table and Figure legends

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

Supplementary Table 6

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

## Data Availability

The accession number for the TempO-Seq data generated in this study is GEO Accession GSE134803.

# Supplementary material for: Integrative analysis of genomic amplification-dependent expression and loss-of-function screen identifies ASAP1 as a driver gene in triple-negative breast cancer progression
**Source:** Oncogene. 2020 Mar 31;39(20):4118–31. doi: 10.1038/s41388-020-1279-3
**Supplement:** Supplementary file 1 — Supplementary Table and Figure legends

**Supplementary Information**

**Supplementary Table and Figure legends**

**Supplementary Tables S1-6 (xlsx):**

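The supplementary tables on the transcriptome are calls made from the same 18 TempO-Seq libraries. Supplementary Table 4 gives the gene symbols that passed the paper's limits in each cell line and direction, Supplementary Table 5 gives the enrichment clusters of the common DEGs with the genes in each, and Supplementary Table 6 groups common DEGs by pathway, so that a gene can appear in several of its lists. The genes of Supplementary Table 1 come from the tumor analysis and not from the knockdown. All 138 of them had a probe in the TempO-Seq table, and 103 genes passed the filter on low counts over the 18 libraries.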

**Table S1.** ADMIRE candidate driver genes for TNBC. **Table S2.** Primary hits of siRNA-mediated loss-of-function screen. **Table S3.** BC cell line panel. **Table S4.** siASAP1 targeted DEGs in three TNBC cell lines. **Table S5.** Enrichment of ASAP1-regulated genes in 20 clusters. **Table S6.** ASAP1-regulated genes in cytokine signaling, lipid metabolic process and apoptosis signaling pathways.

**Supplementary Figures S1-3 (pdf):**

**Figure S1.** KEGG pathway enrichment analysis of 138 candidate driver genes. Orange line indicated where P-value = 0.05, whereas cyan dots indicated the number of mapped genes in each pathway. Pathways involved in cancer progression were highlighted in red. **Figure S2.** Association of CNA-driven candidate hits, including oncogene MYC and novel driver gene ASAP1, with OS of 2173 breast cancer patients. Kaplan Meier plot was generated in cBioPortal using dataset “METABRIC, Nature 2012 & Nat Commun 2016”. **Figure S3.** Quality control transcriptomic TemO-Seq analysis. **(A)** Sequencing library size distribution across treatments. **(B)** Sequencing reproducibility. Pearson correlation coefficient r was calculated among each replicate against triplicate mean per treatment. **(C)** PCA across treatments using Log2 read counts. Red circle, cell line clustering; blue circle, treatment clustering.

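The correlation of a replicate with its triplicate mean includes the replicate in the mean and rises with the number of probes at 0 in every library, of which there were 3241. The lowest r between single replicates of a group was 0.875 over all 21111 probes and the highest 0.969. The principal components computed here used the deposited log2 values, centered per probe.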

How the deposited data were processed for this re-analysis (not part of the article)

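The data were 18 TempO-Seq libraries of the TNBC cell lines BT549, Hs578T and SUM149PT, each transfected with siASAP1 or siCtrl in 3 replicates and collected after 72 h. Samples were assigned to cell line, treatment and replicate by the submitters' labels, which match the groups that the paper describes. The pairing of replicate numbers also comes from the labels, and the paper does not describe what same-numbered libraries share.

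The authors assigned the sequencing reads to 21111 probes, divided each library's counts by a size factor from DESeq2's estimateSizeFactors, added 1 and deposited the values on the log2 scale. The aligner and genome build are not named in the paper's text. Replicates were not pooled. The settings, the list of alternatives and the rule for genes to be named were fixed before the data were examined. That plan assumed raw counts and a count-based test. The deposited values are on the log2 scale, and limma was run on them. The quasi-likelihood test of edgeR was not run, nor was the paper's Wald test. The recovered reads were tested with voom weights alone. By that rule, the text names ASAP1, the other driver genes of the screen (MYC, EGFR, IRF2BP2, CCT5 and DRD1), the genes that the paper names as regulated by ASAP1, and for each cell line up to 3 probes in each direction with the smallest p among those with an adjusted p under 0.05, an absolute Log2 FC over 1 and the same direction in all 3 pairs, of which there were 0. Other genes are said to be named after their values were seen.

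From the deposited values, reads per probe were recovered as whole numbers for 100% of the values, and each library held between 4.63 and 12.5 M reads (median 6.63 M). Counting error was small beside the spread between replicates at these depths, and probes with a mean normalized count under 10 were left out. Tests used lmFit and eBayes (trend) of limma 3.58.1 in R 4.3.3. Each cell line was fitted on its own 6 libraries. A fit over the 18 libraries with the cell line as a covariate tested the common effect of siASAP1, and a fit with the interaction tested differences between cell lines. P-values were adjusted by the Benjamini-Hochberg method. Single comparisons of 3 libraries against 3 used exact permutation tests, whose smallest two-sided p is 0.1. Gene lists were tested with camera of limma, and the median Log2 FC of a list was ranked among 10000 random lists matched on mean expression. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

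The alternatives were TMM scaling, scaling by library totals alone, no filter on low counts, a minimum mean normalized count of 50, the replicate number as a block, all 18 libraries in a single fit, probes of a symbol summed, a pseudocount of 0.1, adjusted calls, and each replicate left out in turn. Weights from voom on the recovered reads, a correction for GC content in 20 bins, that correction with the replicate block, the main axis of variation between replicates as a covariate, and the ratio of mean normalized counts were added after the data were seen. GC content was taken from transcripts of GENCODE release 29 on GRCh38, to which 99.0% of gene symbols matched. The kinase list was written by hand from gene symbols, because the reference table used here has no gene descriptions, and 486 of its 488 genes were in the table by their current or an older symbol.

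The tests were checked on simulated reads with the means and depths of these libraries and a dispersion of 0.151, in which 200 probes were changed. The changed probes had a mean normalized count of at least 50 in each cell line. Their changes were larger than the Log2 FC of ASAP1 in any cell line, and replicates shared no axis of differences. The shares recovered therefore do not give the power for smaller changes or for probes with fewer reads. The DEG limits recovered 99% of the changed probes in BT549 (9644 probes), 98.5% in Hs578T (9480 probes) and 99% in SUM149PT (10061 probes), and adjusted calls recovered 88.5%, 86.5% and 86% of them. The test over 18 libraries recovered 100% (10477 probes) and the interaction test 99.5% (10457 probes). With no probe changed, 380 of 9639 probes met the DEG limits in BT549, 385 of 9465 in Hs578T and 406 of 10050 in SUM149PT, and 0 had an adjusted p under 0.05 (460, 451 and 466 at an unadjusted p under 0.05). The simulation used the same dispersion for every cell line. The pathway enrichment and the analyses of tumors and of survival were not repeated here.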

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

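Of the tests below, the correction for GC content on the probes with a common effect, the splits compared by their smallest interaction p, with and without the axis, and the counts of the 12 genes under other settings were chosen only after the results were seen.

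The effect of siASAP1 on SNAI2 differed between the cell lines (interaction adjusted p = 0.00647 from limma over 10475 probes). In BT549 the normalized count was 563 ± 80.0 (SD, n = 3) after siASAP1 and 1673 ± 251 after siCtrl, a Log2 FC of -1.57, lower in 3 of 3 pairs. In SUM149PT it was 239 ± 5.27 against 86.4 ± 20.6, a Log2 FC of 1.48, higher in 3 of 3 pairs. In Hs578T it was 4950 ± 218 against 5246 ± 873, a Log2 FC of -0.07. The paper's text does not discuss this gene, although its symbol is listed in Supplementary Table 4. Of 100 drawn splits of the libraries that part every same-numbered pair, of 256 such splits, 42 gave at least as many probes with an adjusted interaction p under 0.05, so a single such probe can arise by chance. In 13 of the 100 splits the smallest interaction p over all probes was as small as that of SNAI2 (unadjusted interaction p = 6.2e-07 over n = 18 libraries). In 1 of the 100, the real one, the p of SNAI2 itself was as small, but SNAI2 is named because its p was the smallest. With TMM scaling the adjusted p was 0.0124, with every library thinned to the smallest depth of 4.63 M reads it was 0.00946, and with each library left out in turn it was at most 0.0466. After a correction for GC content the adjusted p was 0.0983 and the unadjusted interaction p 8.7e-05 over n = 18, with a Log2 FC of -1.33 in BT549 and 1.398 in SUM149PT, so the correction moved the call across the threshold while most of the difference remained. With the main axis of the differences between replicates as a covariate, chosen after seeing the data, the adjusted p was 0.00017, and with the replicate number as a block it was 0.71. Over the alternatives, it ranged from 0.00017 to 0.71. The splits are not free of other structure. Of the 13, 7 gave between 1225 and 2825 adjusted interaction calls, and in 3 of the 42, the real one included, SNAI2 had the smallest p, so part of its difference was left in them. With the main axis of each split as a covariate, 35 of the 100 gave a smallest interaction p as small as the real split, whose smallest was that of SNAI2 (2.3e-08 over n = 18). The block rests on replicate numbers, and whether these pair the libraries could not be decided with the 3 replicates of a group. By these splits the difference cannot be told apart from chance, and GC content may account for a part of it. A cell line-specific response of SNAI2 may also be a candidate explanation.

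In the test over the 18 libraries, 12 gene symbols with an adjusted p under 0.05 are not in Supplementary Table 4, a signal in genes outside those the paper discusses. Named after their values were seen, they are ERAP1, GLTP, MALSU1, DARS, ZNF335, PABPC1, NBPF1, FAM171B, UQCRHL, OAT, ARCN1 and FAM102B. Of these, 9 were lower and 3 higher after siASAP1, with absolute Log2 FC between 0.65 and 1.04 and adjusted p-values between 0.017 and 0.048 from limma. In 11 of the 12, all 9 pairs changed in the same direction. With the replicate block 0 of the 12 had an adjusted p under 0.05 (12 at an unadjusted p under 0.05). The 182 probes that they belong to were tested as a group. Of 100 drawn splits, 2 gave as many adjusted calls. The count was 223 after correction for GC content, 176 with every library thinned to the smallest depth, 187 with TMM scaling and 159 without the library labelled SUM149PT siCtrl replicate 2, and 33, 17, 5 and 44 of the 182 probes were not called under these settings. Of the 12 genes, 7 kept an adjusted p under 0.05 after the GC correction, 8 with thinned libraries, 12 with TMM scaling and 7 without that library, and between 2 and 10 did with each library left out in turn. All 12 had one with the main axis between replicates as a covariate. The calls on the 12 genes therefore depend on the GC correction, the depth, the block and single libraries. The other split with a count as large gave 1611 probes. It exchanged siASAP1 and siCtrl for replicate 1 in BT549 and Hs578T and for replicates 1 and 3 in SUM149PT. A common response to the siRNA pool may account for these genes. Since a single siASAP1 pool was compared with a single control pool, the loss of ASAP1 cannot be told apart here from other effects of the siRNAs.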

How the results depend on the processing

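The weights from voom, the GC correction with and without the block, the main axis between replicates as a covariate the ratio of mean normalized counts, and the correlations with the mean of the other 2 replicates and without the log were chosen after seeing the data. The Log2 FC of ASAP1 was negative under every alternative in each cell line. The cause of the changes below was not tested.

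In BT549 (357 DEGs down, 317 up), 611 were down with the axis covariate, 196 were up with a minimum count of 50, and leaving out a library gave 197 to 1273 down and 128 to 896 up. In Hs578T (137 down, 127 up) the counts were 87 and 198 with library totals, 211 and 219 with no count filter, 77 and 65 with a minimum of 50, 222 and 213 with the replicate block, 224 and 220 with the replicate block and GC correction, and 225 and 249 with the axis covariate, and leaving out a library gave 87 to 320 down and 66 to 314 up. In SUM149PT (432 down, 531 up) they were 156 and 195 with the replicate block, 238 and 256 with the block and GC correction, 758 and 802 with all 18 libraries in a single fit, and 820 and 1231 with the axis covariate. Library totals gave 267 down, and leaving out a library gave 196 to 890 down and 229 to 1435 up. With library totals 69.5% of DEGs were up in Hs578T and 74.0% in SUM149PT, against 48.1% and 55.1%. Requiring an adjusted p under 0.05 left 0 DEGs in each cell line and 0 common DEGs (754, 502 and 1025 probes at an unadjusted p under 0.05).

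Adjusted calls, 0 in each cell line, became in BT549 9 with no count filter, 6 with a minimum of 50, with probes of a symbol summed or with GC correction, 22 in a single fit of 18 libraries, 8 with voom and 26 with the axis covariate. In Hs578T they became 37 with the replicate block, 35 with block and GC correction, 1 in the single fit and 81 with the axis covariate. In SUM149PT they became 5 with library totals, 4 with no count filter, 3 with a minimum of 50, 260 in the single fit and 1811 with the axis covariate. Leaving out a library gave 0 to 544 in BT549, 0 in Hs578T and 0 to 107 in SUM149PT. The Log2 FC of ASAP1 passed an adjusted p of 0.05 in Hs578T (-0.98) with the replicate block (0.048) and the axis covariate (0.016), and in SUM149PT (-1.16) with the axis covariate (0.0091).

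The 83 and 90 common DEGs became 137 up with library totals, and leaving out a library gave 59 to 121 down and 63 to 126 up. The 182 probes of the common effect became 111 with no count filter, 34 with the replicate block, 65 with the block and GC correction and 869 with the axis covariate, and 99 to 206 with a library left out. The interaction had 1 probe, and 19 with no count filter, 2 with a minimum of 50 or with voom, 22 with a pseudocount of 0.1, 3 with GC correction, 460 with the axis covariate, 0 with the replicate block and 0 with block and GC correction (475 and 538 at an unadjusted p under 0.05), and 1 to 26 with a library left out. Of the cytokine genes, 44 passed over the 18 libraries, 15 with the replicate block, 22 with block and GC correction and 67 with the axis covariate. Of the lipid genes, 19 passed, 9 with the block and 11 with block and GC correction. Of the apoptosis genes, 18 passed, 11 with no count filter, 3 with the block, 5 with block and GC correction and 10 to 19 with a library left out. The 4 adjusted genes of Supplementary Table 1 became 1 with block and GC correction and 9 with the axis covariate. The lowest r with a triplicate mean, 0.951, was 0.890 over probes with a mean normalized count of at least 10, 0.891 against the mean of the other 2 replicates and 0.850 on normalized counts without the log.

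Of the named genes, the Log2 FC of EGFR over the 3 cell lines reversed with library totals (0.10) and ranged from -0.13 to 0.13 with a library left out. Signs also reversed for MYC (-0.0168 to 0.22), DRD1 (-0.0488 to 0.30), which was below the filter in BT549 and SUM149PT, PSMC4 in Hs578T (-0.0696 to 0.64) and RBL2 in SUM149PT (-1.56 to 0.56). Of 532 values of named genes under the alternatives other than leaving out a library, 502 kept their direction and side of the threshold, 15 became weaker, 14 stronger and 1 reversed. Of 498 with a library left out, 458 kept both, 19 became weaker, 11 stronger and 10 reversed. Not run were DESeq2's Wald test and edgeR's test, so the recovered reads were tested with voom weights alone, and DESeq2's size factors, which the deposited values already carry. With 3 replicates per group, depth limited mainly probes with few reads, such as PSMC4 with 2 to 121 reads per library.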

Differences from the paper's values

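No test of a cause was run for these differences, except for the ASAP1 level in the library labelled SUM149PT siCtrl replicate 2. The tests for that library are given among the other observations.

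For genes upregulated in BT549, the paper's count is 495 against 317 here. Of the 9 alternatives set before the data were examined other than leaving out a library, 2 came within 1.5 times of the paper's count, scaling by library totals (348) and no count filter (429). With each library left out in turn, the count was between 128 and 896 and did not come within 1.5 times of it. The axis covariate, chosen after seeing the values, gave 398. For genes upregulated in all 3 cell lines, the paper's Supplementary Table 4 gives 2 against 4 here, and a minimum mean normalized count of 50, the replicate block and a pseudocount of 0.1 came within 1.5 times of it, as did 12 of the 18 fits that left out a library.

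The paper states that the knockdown of ASAP1 was effective in the TempO-Seq data of each cell line. In SUM149PT, the library labelled siCtrl replicate 2 had a normalized count of 189, within the range of the siASAP1 libraries (184 to 468).

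Supplementary Table 4 lists PSMC4 as up in SUM149PT, where its Log2 FC was 1.69 and its unadjusted p was not under 0.05. It met the DEG limits with scaling by library totals (1.90), with all 18 libraries in a single fit (1.69) and without siASAP1 replicate 3 (2.21), and with the GC correction (1.65) and the axis covariate (1.69), which were chosen after seeing the values. The table lists IMPDH1 as down in Hs578T, where its Log2 FC was -0.99. It met the limits in 4 of the 6 fits that left out a library, those without siASAP1 replicate 2 or 3 or siCtrl replicate 1 or 2 (-1.16 to -1.02).

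Some settings called more of the paper's listed genes in some cell lines or directions and fewer in others. The axis covariate called more in every cell line and direction. Fewer were called in every cell line and direction with a minimum mean normalized count of 50, summed probes of a symbol, the smaller pseudocount or voom weights. The minimum of 50 gave 221 down and 187 up in BT549, 69 and 59 in Hs578T and 335 and 273 in SUM149PT. The main setting called 276 down and 297 up of the paper's genes in BT549, 105 and 100 in Hs578T and 397 and 374 in SUM149PT. Of the 311 down and 495 up in BT549, 285 down were called with TMM scaling and 279 with no count filter, and 316 up with library totals and 301 with no count filter. Of the 133 down and 117 up in Hs578T, 118 and 108 were called with the replicate block, and 102 up with TMM scaling and 107 with library totals. Of the 500 down and 401 up in SUM149PT, 460 down were called with all 18 libraries in a single fit and 388 up with library totals. The same settings called fewer elsewhere. With the replicate block 236 down and 244 up were called in BT549 and 153 and 179 in SUM149PT. Library totals gave 256 down in BT549, 79 down in Hs578T and 262 down in SUM149PT. The single fit gave 230 down and 247 up in BT549, 69 and 69 in Hs578T and 359 up in SUM149PT. TMM scaling gave 279 up in BT549, 101 down in Hs578T and 396 down and 372 up in SUM149PT, and no count filter gave 100 down in Hs578T and 394 down and 369 up in SUM149PT. With the axis covariate, chosen after seeing the values, 282 down and 349 up were called in BT549, 119 and 109 in Hs578T and 481 and 393 in SUM149PT. The GC correction, also chosen after, called 109 down in Hs578T and 407 down in SUM149PT, and with the replicate block as well 119 down and 108 up in Hs578T. It called fewer in BT549 (245 down, 240 up) and of the genes up in SUM149PT (345), as it did together with the block in BT549 (235 and 197) and SUM149PT (224 and 221).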

Other observations

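Chosen only after the results were seen were the splits within a cell line, the relation of the main axis between replicates to GC content, transcript length and the ASAP1 level, the part of the ASAP1 gap that the axis predicts, and the percentiles of the sterol synthesis and integrated stress response lists.

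Differences between replicates were concentrated on a single axis. Over 10475 probes it held 42.5% of the variance between replicates, and the next axis held 12.1%. The loading of a probe on the axis rose with the GC content of its transcript (Spearman rho 0.459 across probes, which are not independent replicates) and had little relation to transcript length (-0.111). Across the 18 libraries, with groups centered, the score had a Pearson r of -0.55 with the log2 read total (permutation p = 0.00276, Spearman rho -0.57, permutation p = 0.0043, -0.43 without the 2 farthest libraries), of 0.92 with the share of reads in the 20 most abundant probes (permutation p = 0.00138, rho 0.87, permutation p = 0.0020, 0.87 without the 2 farthest) and of 0.95 with the log2 value of ASAP1 (permutation p = 0.00022, rho 0.91, permutation p = 0.00044, 0.93 without the 2 farthest). Benjamini-Hochberg adjusted over these 3 relations, the p-values were 0.0028, 0.0021 and 0.00066. After correction for GC content the axis still held 37.1%, so the GC content of whole transcripts, as corrected here, does not account for all of it. The probe sequences are not given, so the GC content of the probes themselves was not tested and may account for more. The libraries may differ in RNA amount, quality or amplification along this axis, which the share of the top probes (permutation p = 0.00138) would follow. No such measure is given in the labels, and no biological explanation was tested.

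The axis bears on the DEG counts of single cell lines. Comparing only splits of the 6 libraries that part all 3 same-numbered pairs, of which there are 4, 2 of 4 splits gave as many DEGs as the real split in BT549, 1 of 4 in Hs578T and 2 of 4 in SUM149PT. With 4 splits the share cannot fall under 0.05. In BT549 the larger split, which exchanged replicate 1, gave 1667 DEGs and 301 adjusted calls against 674 and 0, and in SUM149PT the one that exchanged replicate 2 gave 3673 and 2696 against 963 and 0. These are the splits whose groups the axis separates. The other 6 of the 10 splits of 6 libraries part a single pair. On simulated reads without any change, the DEG limits were met by 380, 385 and 406 probes in the 3 cell lines. In Hs578T, 264 real DEGs were fewer than that, and the simulated dispersion was the same for every cell line.

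The overlap between cell lines was tested against the same axis. Of 100 drawn splits, 3 gave as many common DEGs as the real 173. After GC correction there were 195 common DEGs. The correlation of Log2 FC between BT549 and SUM149PT, 0.11 as measured, was 0.355 with the axis loading projected out, and that between Hs578T and SUM149PT changed from 0.26 to 0.33. Between BT549 and Hs578T it changed from 0.31 to 0.29. With the axis score as a covariate, 869 probes had an adjusted p under 0.05 over the 18 libraries, and 4 of 100 splits gave as many. All 182 probes found without the covariate were among the 869. The axis was estimated from the same values, which can make the remaining spread too small. On simulated reads without change or axis, that fit gave 0 adjusted calls and 528 probes at an unadjusted p under 0.05. These values suggest that part of the spread between replicates is technical, as a hypothesis found and tested on the same libraries.

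The library labelled SUM149PT siCtrl replicate 2 had 207 ASAP1 reads, a log2 gap of -2.66 to the other siCtrl libraries, or 25.0 standard errors of Poisson counting. This covers the counting error of the reads alone, which replicates exceeded in general (chi-square per degree of freedom between 10.7 and 276 over pairs of replicates), so it does not show that the gap is unusual among probes. Correction for GC content changed the gap by -0.63, further from the other libraries. If the library were mislabelled, it would carry the changes that siASAP1 made in BT549 and Hs578T. Its score on that signature, with ASAP1 left out, was -0.308, beside -0.322 and -0.276 in the other siCtrl libraries and at least 0.247 in the siASAP1 libraries, which does not point to an exchange with a siASAP1 library. With the axis and its slope for ASAP1 taken from the other 2 cell lines, the axis predicted 44.6% of the gap, and -1.47 remained. The axis may therefore account for part of the gap, and its remainder has no explanation among those tested.

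The paper states that siCtrl, a pool of kinase siRNAs, does not significantly alter the expression of single kinase genes. A further question was whether siCtrl lowers kinase transcripts as a set. If so, kinase genes would appear higher after siASAP1. The median Log2 FC of 295 protein kinase genes (308 probes) was 0.07, at percentile 89.4 of random lists (camera adjusted p = 0.19 from limma over the 4 lists tested here and below), and 34 of 100 splits gave a median as far from 0. The percentile was 93.5 with a wider list of any kinase. For the protein kinase genes it was 98.8 in BT549, 87.2 in Hs578T and 70.0 in SUM149PT (unadjusted camera p from limma 0.078, 0.36 and 0.64). Of the 308 probes, 179 were higher and 129 lower, 51 had an unadjusted p under 0.05 (34 higher and 17 lower), where 15.4 were expected by chance, and 7 had an adjusted p under 0.05 (5 higher and 2 lower, where the 182 of all probes were 71 higher and 111 lower), 3 with the replicate block. The 51 and 7 are 16.6% and 2.27% of the kinase probes, against 15.8% and 1.74% of all probes. The probes that passed thus leaned toward higher values, the direction asked about, which was not tested further. A shift of the median of kinase transcripts relative to other genes was not shown over the 3 cell lines, the difference between them was not tested, and the median was 0.05 with TMM scaling and 0.20 with library totals, where all probes had a median of 0.15.

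Among the paper's Supplementary Table 1 genes, 103 were tested with 111 probes. At an unadjusted p under 0.05 there were 18 of the 111, where 5.55 were expected by chance. Of all 10475 probes, 15.8% had such a p in this test, so the 18 are not a clear excess over other probes. An adjusted p under 0.05, both over the list and over all probes, was reached by 4. Named after their values were seen, these 4 were IRAK2 (Log2 FC 1.78), CTNNB1 (-0.71), KIAA1217 (probe KIAA1217_27396, 1.46) and PANK3 (0.95). Of 100 splits, 2 gave as many. The other tested probes of KIAA1217 did not pass. Their Log2 FC was 0.75 for KIAA1217_27395 and 0.31 for KIAA1217_13013, with adjusted p-values from limma of 0.33 and 0.77 over all probes. With the replicate block, the same 4 passed over the list (adjusted p between 0.0089 and 0.049), and over all probes IRAK2 passed (0.045) while CTNNB1 (0.089), KIAA1217 (0.11) and PANK3 (0.097) did not. IRAK2 changed in the same direction in 8 of 9 pairs and the other 3 in 9 of 9. The list as a whole had a median Log2 FC of -0.01, with 57 probes lower and 54 higher (camera of limma over n = 18 libraries, p = 0.99, and 0.96 with the replicate block).

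Lists of sterol synthesis, integrated stress response and interferon-stimulated genes were written to test ideas raised by single genes, leaving out the genes that raised them. Camera p-values from limma were adjusted over the 4 lists tested. The 18 probes of sterol synthesis genes had a median Log2 FC of -0.58, at percentile 0 of 10000 random lists (camera adjusted p = 0.0047, unadjusted p with the replicate block 0.00026), with 15 of 18 lower, and 1 of 100 splits, the real one, gave a median as far from 0. The percentile was 0 after GC correction, 0.02 with TMM scaling, 0 with libraries thinned, 0.01 with the axis covariate and at most 0.1 with a library left out. By cell line it was 0.02 in BT549, 0.09 in Hs578T and 8.61 in SUM149PT (unadjusted camera p from limma 0.0018, 0.056 and 0.20), and the difference between cell lines was not tested. None of the 18 probes had an adjusted p under 0.05, and 6 had an unadjusted p under 0.05. Relative to all probes, the median was -0.60 under each of the deposited, TMM and library totals scalings. A change of scaling shifts the Log2 FC of all probes by nearly the same amount. The relative median and the TMM percentile therefore do not test the scaling. Lower sterol synthesis after siASAP1 is a hypothesis that these values leave open, beside an effect of the siRNA pool other than through ASAP1, which the design cannot separate.

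The 22 probes of interferon-stimulated genes had a median Log2 FC of 0.46, at percentile 99.7 (camera adjusted p = 0.010, unadjusted p with the replicate block 0.0078), with 17 of 22 higher, and 1 of 100 splits, the real one, gave a median as far from 0. The percentile was 99.9 after GC correction, 99.8 with TMM scaling, 99.7 with libraries thinned, 99.7 with the axis covariate and at least 97.8 with a library left out. TMM scaling shifts all probes nearly alike, so its percentile does not test the scaling. By cell line it was 51.3 in BT549, 99.6 in Hs578T and 83.5 in SUM149PT (unadjusted camera p from limma 0.48, 0.0015 and 0.47), and the difference was not tested. None had an adjusted p under 0.05 over all probes, 2 had one over the list alone, and 4 had an unadjusted p under 0.05. Transfected siRNA may itself raise such genes, and since both pools are siRNA, a difference in how strongly they do so could give the percentile of 99.7 without a role of ASAP1. The 22 probes of the integrated stress response had a median of 0.24, at percentile 95.5 (camera adjusted p = 0.39), and 10 of 100 splits gave a median as far from 0. By cell line the percentile was 22.0 in BT549, 54.1 in Hs578T and 93.7 in SUM149PT (unadjusted camera p from limma 0.88, 0.69 and 0.047), and the difference was not tested. Of the 22 probes, 14 were higher and 8 lower. At an unadjusted p under 0.05 there were 5 higher and 3 lower, and 0 had an adjusted p under 0.05. A common shift of the median was not shown, and changes in both directions would not be seen in it.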
